# Regulatory changes associated with the head to trunk developmental transition

**DOI:** 10.1186/s12915-023-01675-2

**Published:** 2023-08-08

**Authors:** Patrícia Duarte, Rion Brattig Correia, Ana Nóvoa, Moisés Mallo

**Keywords:** Head to trunk transition, RNA-seq, ATAC-seq, Wnt5a, Retinoic acid, Nr2f2

## Abstract

**Background:**

Development of vertebrate embryos is characterized by early formation of the anterior tissues followed by the sequential extension of the axis at their posterior end to build the trunk and tail structures, first by the activity of the primitive streak and then of the tail bud. Embryological, molecular and genetic data indicate that head and trunk development are significantly different, suggesting that the transition into the trunk formation stage involves major changes in regulatory gene networks.

**Results:**

We explored those regulatory changes by generating differential interaction networks and chromatin accessibility profiles from the posterior epiblast region of mouse embryos at embryonic day (E)7.5 and E8.5. We observed changes in various cell processes, including several signaling pathways, ubiquitination machinery, ion dynamics and metabolic processes involving lipids that could contribute to the functional switch in the progenitor region of the embryo. We further explored the functional impact of changes observed in Wnt signaling associated processes, revealing a switch in the functional relevance of Wnt molecule palmitoleoylation, essential during gastrulation but becoming differentially required for the control of axial extension and progenitor differentiation processes during trunk formation. We also found substantial changes in chromatin accessibility at the two developmental stages, mostly mapping to intergenic regions and presenting differential footprinting profiles to several key transcription factors, indicating a significant switch in the regulatory elements controlling head or trunk development. Those chromatin changes are largely independent of retinoic acid, despite the key role of this factor in the transition to trunk development. We also tested the functional relevance of potential enhancers identified in the accessibility assays that reproduced the expression profiles of genes involved in the transition. Deletion of these regions by genome editing had limited effect on the expression of those genes, suggesting the existence of redundant enhancers that guarantee robust expression patterns.

**Conclusions:**

This work provides a global view of the regulatory changes controlling the switch into the axial extension phase of vertebrate embryonic development. It also revealed mechanisms by which the cellular context influences the activity of regulatory factors, channeling them to implement one of several possible biological outputs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01675-2.

## Background

During embryonic development the vertebrate body is generated progressively in a head to tail sequence. Although this is a continuous process it occurs in three distinct steps that produce head, trunk and tail structures [1–3]. Each of these stages is characterized by distinct cell dynamics and the generation of a specific set of tissues. For instance, during head development, the embryo establishes the main body axis, lays down the anlage for future brain structures and engages in the process of gastrulation to generate the germ layers [1, 4]. The latter process requires the induction of the primitive streak at the posterior end of the embryo that organizes the emergence of the embryonic endoderm as well as the mesodermal tissues for the head and heart primordia [4]. Genetic analyses in mice have identified key regulators involved in these processes. Some examples include interactions between *Nodal*, *Bmp4* and *Wnt3* to form the primitive streak [5], *Eomes* for the specification of the endodermal layer and mesoderm delamination [6], and *Gata4* and *Gata6* for heart induction [7]. The switch to trunk development is associated with major changes in the growth dynamics of the embryo. It starts elongating the main body axis at the posterior embryonic end by the progressive addition of new tissue produced by the activity of axial progenitors [2, 3, 8]. This process is associated with the emergence of the neuro-mesodermal competent (NMC) population, the progenitor cells that build the spinal cord and the axial skeleton [2, 8–10]. Additional progenitors in the epiblast also lay down the tissues that will contribute to the formation and vascularization of the organs involved in digestive, excretory and reproductive functions of the animal [11]. Similarly to the cells contributing to most embryonic tissues during head development, the progenitors generating trunk structures are also part of the epiblast, which at this stage occupies the posterior end of the embryo [2, 9, 12]. Also, the primitive streak keeps being the main organizer of progenitor activity during trunk development [2, 8]. However, the regulatory processes undergo major changes. Inactivation of *Tbxt*, the *Cdx* genes, *Wnt3a*, and the combined *Wnt5a* and *Wnt11* loss of function results in embryo truncation at the head to trunk transition, indicating their essential role for trunk development [13–19]. Other factors, like retinoic acid (RA), known to play essential roles during early stages of brain and heart development [20], are also required for trunk development, as silencing this signaling, most typically through inactivation of *Raldh2*, results in developmental arrest at the head to trunk transition [21]. However, the role of RA in this process might differ from that of the other factors, since axial extension can proceed in the absence of this signaling provided that the transition to trunk development is rescued by an acute exogenous RA administration [22].

These observations indicate that the transition into trunk development is associated with a global change in gene regulatory networks, most particularly in the posterior region of the embryo, that switches from gastrulation movements to axial extension. Importantly, many of the factors that control developmental processes during trunk extension are also expressed at earlier stages of development, despite not being required at those stages according to genetic experiments. This indicates that the head to trunk transition also involves a change in the capacity of cells to respond to regulatory factors when entering the trunk formation stage. From a regulatory perspective, this might involve modification of transcription factor (TF) accessibility to their functional targets in the genome. Recent studies using single cell approaches have mapped the molecular events involved in the formation of the major embryonic lineages during early organogenesis in mouse embryos [23, 24]. However, the regulatory transition from head to trunk formation has yet to be addressed.

In this study, we aimed to understand the mechanisms involved in the switch from head to trunk development. For this, we compared transcriptome and chromatin accessibility profiles from the posterior epiblast region of wild type mouse embryos at embryonic day (E)7.5 and E8.5. We observed significant changes in transcriptomic profiles between these two stages. In addition to the expected changes in factors involved in pluripotency and in the *Hox* gene profiles, we observed modifications in a variety of functional groups, including Wnt signaling pathway, ubiquitination systems and lipid metabolic profiles that might interact together to change functional properties at the progenitor region of the embryo. We also observed major changes in chromatin accessibility profiles mostly involving intergenic regions, thus indicating a major switch in regulatory elements controlling head or trunk development, which were associated with changes in the binding activity of key transcription factors. We also found that the absence of RA activity has very limited impact on the changes in chromatin accessibility. In addition, we performed functional tests on specific enhancers identified in the chromatin analyses, including potential regulators of *Wnt5a* and *Nr2f2.* In transgenic reporter experiments these enhancers showed activity compatible with the regulation of the candidate target genes. However, when removed from the genome by edition procedures they had very limited effect on the expression of those genes, indicating the existence of redundant enhancers that provide robustness to the system.

## Results & discussion

### Transcriptome profile of the posterior epiblast in the developing embryo

To explore the changes in expression of genes involved in trunk formation, we used RNA-seq to obtain the transcriptome profiles from the posterior epiblast region of wild type mouse embryos at E7.5 and E8.5 (Fig. 1A), representing respectively the progenitor-containing region of embryos before and after they engage in trunk formation. 

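RNA from the posterior epiblast, the region that holds the progenitors of the axial tissues, was read in 2 libraries from E7.5 and 2 libraries from E8.5 wild type embryos. Each library came from its own pool of dissected tissue, and the number of embryos in a pool is not named in the paper's text. The SMART-Seq2 protocol copies polyadenylated RNA along its whole length and does not keep the strand, so reads from genes that overlap on opposite strands cannot be told apart. The authors aligned single-end reads of 75 bases to mm10 with STAR. Their table gives a normalized count for each of 53397 genes. Every value is a whole number of reads multiplied by a fixed step for its library, and 100% of the values were whole within a tolerance of 0.0001 reads. The reads recovered in this way numbered 19111464 and 19493342 at E7.5, and 18488218 and 18515565 at E8.5. The gene CT010467 took 25.6% of the total value in E7.5 replicate 1 and between 18.5% and 18.9% in the other libraries. For the comparisons, the normalized counts were taken as log2(value + 1) and compared with limma's moderated test over the 13903 genes with a value of at least 1 in at least 2 libraries. The pseudocount of 1 shrinks the fold change of genes with low values. All p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene is said to have risen or fallen at an adjusted p under 0.05. With 2 libraries against 2, an exact permutation test on a single gene cannot give a p below 0.333, so the calls rest on the spread that limma shares between genes. Gene lists, thresholds, tests and their alternatives were set before the data were examined, apart from those named as added later. The paper's figures and part of its Table S1 had been seen by then. Lists on themes that the paper reports are therefore not independent of these libraries. Positions are those of GRCm38 (mm10) in GENCODE vM21, counted from 1. Fold changes are E8.5 against E7.5, errors are SD over 2 libraries or the standard error of the fit, and intervals from reads cover counting error only.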

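Genes of the posterior epiblast with a mean value of at least 10 were ranked by their change on the log2(value + 1) scale. On it, Hbb-bh1 had the largest increase between E7.5 and E8.5 and Pou5f1 the largest decrease, followed by Fst. This order depends on the pseudocount: Hba-x and Hbb-y had 0 reads at E7.5 and rose by at least 1639-fold and 770-fold. Hbb-bh1, an embryonic beta globin, rose from a normalized count of 0.267 ± 0.0194 to 199 ± 0.970 (SD, n = 2 libraries each), a log2 fold change of 7.31. Fst, which encodes the activin antagonist follistatin, fell from 223 ± 5.06 to 10.0 ± 1.55 (SD, n = 2 each), a log2 fold change of -4.35. In a principal component analysis of the 13903 genes, PC1 held 92.5% of the variance. It placed the E7.5 libraries at -41.7 and -39.8 and the E8.5 libraries at 41.0 and 40.5. PC2 and PC3 held 3.96% and 3.53%, and PC2 set the E7.5 replicates apart from each other, at 11.8 and -12.1. Across genes, log2 values correlated at 0.996 between the replicates of either stage, where genes are not independent replicates. With 4 libraries the separation is descriptive and carries no p.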

Principal component analysis separated the samples by timepoint (Additional file 1: Fig. S1A), revealing the presence of distinct transcriptomic profiles at these two developmental stages. 

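In the posterior epiblast, 623 genes were higher and 883 genes were lower at E8.5 at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Sema3a, which encodes a secreted guidance cue, rose by a log2 fold change of 5.22 (standard error 0.12), and Epha5, a receptor for ephrins, by 4.87 (standard error 0.11). Vrtn, a gene with a role in the number of thoracic vertebrae, fell by 4.22 on the log2 scale (standard error 0.11). Foxj1, the regulator of motile cilia, fell by 3.79 (standard error 0.16). Spink1, a protease inhibitor found in endoderm, fell by 3.95 (standard error 0.08). At an unadjusted p under 0.05 with the same fold threshold, the numbers were again 623 and 883. Without a fold threshold, 3562 genes were higher and 3671 lower at an adjusted p under 0.05. When the fold had to exceed a log2 value of 1 by limma's treat test, 280 were higher and 381 lower. The quasi-likelihood test of edgeR on the recovered reads called 2280 genes, 996 higher and 1284 lower, including each of the 1506 called by limma. Without E7.5 replicate 1, 554 genes were lower among the 13210 that then reached the minimum in 2 libraries, and 872 when the original 13903 were kept.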

Differential analysis revealed the presence of 2090 genes significantly downregulated, and 1668 genes upregulated at E8.5 relative to E7.5 (Fig. 1B and Additional file 2: Table S1). 

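Pluripotency genes fell together in the posterior epiblast between E7.5 and E8.5. Of 29 measured pluripotency genes, 22 fell and 1 rose, with the same numbers when adjusted over the list alone, and their median log2 fold change was -1.61 (adjusted p = 6.0e-11 with camera's preset correlation, 0.223 with an estimated correlation). Pou5f1, the Oct4 gene on chromosome 17 (35506018 to 35510772), went from 160 ± 7.95 to 2.3 ± 0.0822 (SD, n = 2 libraries each), a log2 fold change of -5.61 (standard error 0.10, adjusted p = 5.8e-15 from limma). Nanog on chromosome 6 (122707489 to 122714633) went from 21.4 ± 3.72 to 0.498 ± 0.483 (SD, n = 2 each), a log2 fold change of -3.93 (standard error 0.21). Genes that set up the axis and the germ layers moved down as a group: of 29 measured, 18 fell and 5 rose (18 and 6 when adjusted over the list alone), with a median of -0.58 (adjusted p = 9.6e-04 with the preset correlation, 0.248 with an estimated correlation). Tdgf1, the Nodal co-receptor, had 641 reads over both E7.5 libraries and 0 over both E8.5 libraries, which is at least 218-fold lower when the limit of 3 reads is taken for the latter. Nodal fell by 1.73 on the log2 scale (standard error 0.17). Eomes, a T-box factor of the primitive streak, had 270 reads at E7.5 and 1 at E8.5, a ratio of 275 (95% counting interval 48.9 to 10903). Lefty2, a Nodal antagonist, and Mesp1, a factor of early mesoderm, had log2 fold changes of -4.20 and -3.68. In the other direction, Fgf8, a growth factor of the streak and tail bud, rose by 1.32 and the BMP antagonist Nog by 1.12. Genes of the primitive streak and nascent mesoderm, 10 of them shared with the axis list, also fell, 12 of 14 measured against 2 that rose (median -0.80, adjusted p = 1.7e-04, or 0.223 with an estimated correlation). Lists were compared with camera over 60 lists, and with 2 residual degrees of freedom an estimated correlation gave none an adjusted p below 0.223. When an E7.5 library is left out, genes on at E7.5 alone no longer reach the minimum in 2 libraries, and the medians of those that remain are -0.78 (pluripotency) and -0.29 (axis) without replicate 1, and -0.92 and -0.34 without replicate 2. With no filter on low values the pluripotency median is -0.54.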

Manual inspection of the list of differentially expressed genes (DEGs) identified downregulation at E8.5 of pluripotency genes, like *Pou5f1* or *Nanog* [25, 26], and genes involved in the initial establishment of the body axis and germ layers like *Tdgf1* (*Cripto*), *Nodal* or *Eomes* (Fig. 1C) [6, 27, 28]. Conversely, activation of central and posterior *Hox* genes was clearly observed at E8.5 (Fig. 1D). These findings fit with expression patterns reported for these genes, thus serving as an initial validation of our approach.

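Hox genes changed by paralog group. All 15 measured genes of groups 4 to 8 rose at E8.5, and 7 of 9 measured genes of groups 9 to 13 rose, with none lower; both numbers were the same when adjusted over the list alone. The median log2 fold change was 2.73 for the central groups (adjusted p = 1.1e-13 from camera, 0.223 with an estimated correlation) and 1.86 for the posterior groups (adjusted p = 9.5e-07, or 0.223 with an estimated correlation). Hoxa9 on chromosome 6 (52223100 to 52231089) rose from 1.64 ± 0.459 to 153 ± 1.01 (SD, n = 2 libraries each), a log2 fold change of 5.87 (standard error 0.12). Hoxc8 on chromosome 15 (102990607 to 102994111) rose from 0.774 ± 0.0185 to 52.2 ± 2.48 (SD, n = 2 each), a log2 fold change of 4.91. At the posterior end, Hoxc10 had 2 reads at E7.5 and 184 at E8.5, a ratio of 90.3 (95% counting interval 24.6 to 751). Hoxc11 had 0 and 16 reads, at least 5.24-fold higher. The anterior genes of groups 1 to 3 went both ways, 3 higher and 2 lower of 8 (median 0.11, adjusted p = 0.61; 0.25 without E8.5 replicate 1 and -0.037 without E8.5 replicate 2). Hoxb1 fell by 1.11 on the log2 scale, while Hoxd1 rose by 2.26. The posterior median was 0.50 with no filter on low values and 4.34 with a minimum 5 times higher. Neighbouring Hox genes overlap in the annotation, so part of their reads may be shared. From the decline of pluripotency and germ layer genes and the activation of these Hox genes, the paper reasons that its profiles match expression patterns reported earlier, and takes this as a first check of the approach.

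**Figure D1:**
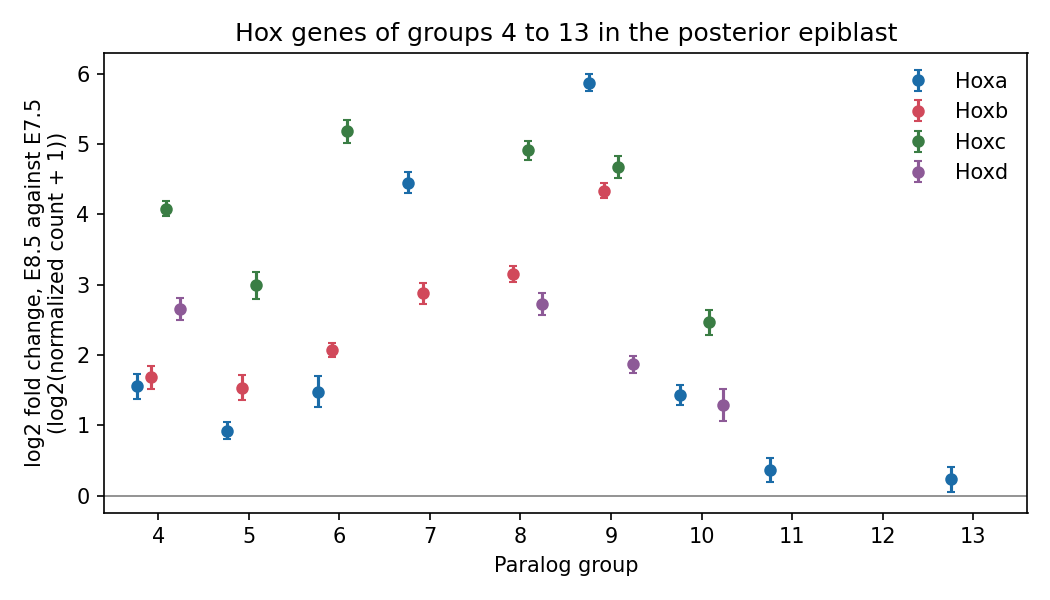
Log2 fold change of the measured Hox genes of groups 4 to 13, E8.5 against E7.5 on the log2(normalized count + 1) scale, by paralog group on the horizontal axis and by cluster in colour. Points are the fitted fold change over 2 libraries per stage and bars are the standard error; Hoxa9 lies highest at 5.87.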

**Fig. 1:**
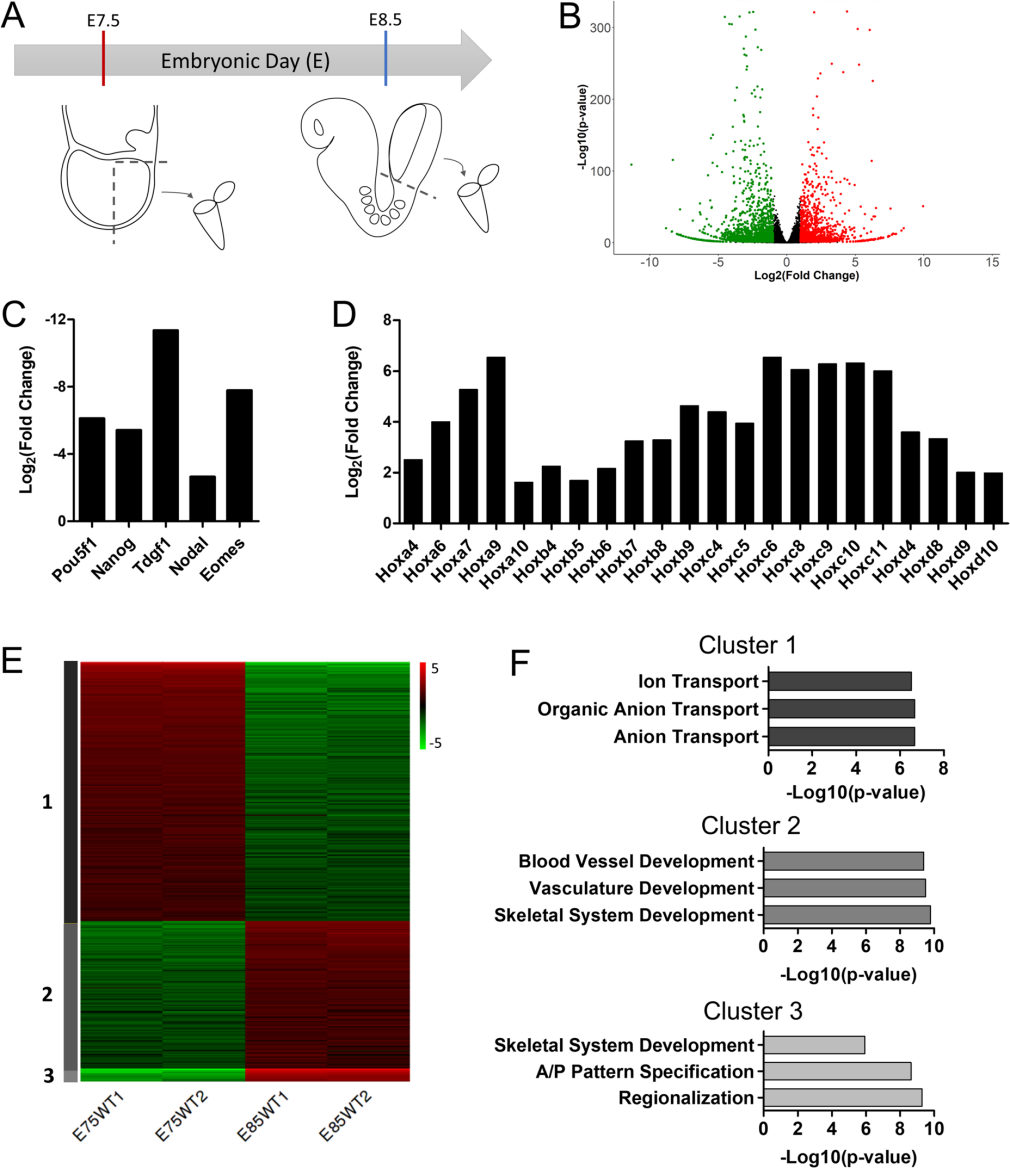
Transcriptomic changes in the posterior epiblast associated with the head to trunk transition. **A** Schematic representation of sample collection from the posterior epiblast region of mouse embryos at E7.5 and E8.5. **B** Volcano plot of RNA-seq gene expression (|Log_2_(Fold Change)|≥ 1 & *p*-value < 0.05). Significantly upregulated genes at E8.5 are in red, downregulated at E8.5 are in green and non-significant in black. **C**-**D** Gene expression of key pluripotent and early developmental genes (**C**) and Hox genes (**D**). **E** K-means clustering of the 1000 most variable genes. Cluster 1: 616 genes; Cluster 2: 352 genes; Cluster 3: 32 genes. **F** Top 3 GO terms from biological processes associated with Cluster 1, 2 and 3

K-means clustering of the top 1000 most variable genes produced three clusters with distinct gene expression dynamics (Fig. 1E, F). 

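K-means clustering of the log2 values of the 1000 most variable genes gave a group of 597 genes lower at E8.5, a group of 380 genes moderately higher and a group of 23 genes strongly higher. Their median log2 fold changes were -1.67, 1.64 and 4.45. The group of lower genes held 16 of the 29 pluripotency genes, against 1.25 expected among the genes tested (Fisher's exact test, two-sided, adjusted p = 2.0e-13 over 180 tests of lists in clusters). It also held 11 of the 29 genes of axis and germ layer establishment (adjusted p = 2.1e-07). Among the moderately higher genes were 4 of the 13 Wnt ligands (adjusted p = 0.0019), including Wnt7a and Wnt7b with log2 fold changes of 2.19 and 2.07, while the lower genes held 3 of the 13 (0.558 expected, adjusted p = 0.0612). The sum of squares left within clusters was 14.4% of the total with 2 clusters, 9.91% with 3, 5.73% with 4 and 4.44% with 5. Fisher's test treats genes as independent, which they are not. Of the clustered genes, all 597, 379 of 380 and all 23 were called between the stages, while the test compares them with all genes kept. A list with strongly changing members is thus over-represented whatever its theme, and the test largely restates those changes. With a pseudocount of 0.1 in place of 1 the strongly higher cluster held 65 genes, and with a pseudocount of 4 no such cluster formed.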

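Transporter genes were on the whole lower at E8.5 in the posterior epiblast. Of 375 measured genes of ion and solute transport, 154 fell and 78 rose (158 and 80 when adjusted over the list alone), with a median log2 fold change of -0.18 (adjusted p = 0.0048 from camera, 0.223 with an estimated correlation). Of 96 carriers and channels for organic and inorganic anions, 44 fell and 21 rose, with the same numbers when adjusted over the list alone (median -0.19, adjusted p = 0.0066, or 0.223 with an estimated correlation). Slc13a4, a sulfate transporter on chromosome 6 (35267957 to 35308131), went from 139 ± 9.05 to 12.8 ± 1.43 (SD, n = 2 libraries each), a log2 fold change of -3.35 (standard error 0.09). Slc7a7, a carrier of cationic amino acids, and Slc44a5, a choline transporter-like gene, fell by 3.02 and 3.15 on the log2 scale. In the other direction, the zinc transporter Slc39a6 rose by 1.64. Slc4a1, the anion exchanger of red blood cells, had 0 reads at E7.5 and 249 at E8.5, at least 81.5-fold higher. The glucose transporter Slc2a1 had a log2 fold change of -0.033 (adjusted p = 0.64). Among the 597 genes of the cluster that fell were 46 transport genes, against 16.1 expected (Fisher's exact test, two-sided, adjusted p = 2.3e-09), and 18 anion carriers, against 4.12 expected (adjusted p = 1.3e-06). Markers of visceral endoderm, the layer that surrounds the epiblast before gastrulation ends, fell alongside them. Of 28 measured, 27 fell and none rose, with the same numbers when adjusted over the list alone, at a median log2 fold change of -2.64 (adjusted p = 2.6e-26, or 0.223 with an estimated correlation). All 27 lay in the same cluster, and 3 of the 28, Slc13a4 among them, were also on the transport list. Without E8.5 replicate 2 the median of the anion carriers was -0.30, and with no filter on low values the medians were -0.083 for transport and -0.076 for anion carriers.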

Cluster 1 includes genes that became downregulated at E8.5; genes in this cluster are enriched in gene ontology (GO) terms related to anion and ion transport. Interestingly, a similar decrease in expression of genes enriched for ion transport and homeostasis has been described at the whole embryo level during the same stages analyzed here [29], further suggesting an important role for changes in ion transport profiles during early embryonic development. The full implication of this finding remains elusive. The control of ion fluxes has been implicated in patterning processes [30, 31], including early stages in the establishment of left–right asymmetry associated with node activity [32, 33]. They also have been shown to control cell processes involved in cell migration, cell proliferation and autophagy [34–36]. Focused experimental approaches will be required to explore if the drastic changes in ion transporter profiles observed in the progenitor-containing region during the head to trunk transition play a relevant role in the transition. 

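Genes of blood vessel development rose at E8.5. Of 40 measured, 25 rose and 8 fell (26 and 8 when adjusted over the list alone), with a median log2 fold change of 0.80 (adjusted p = 9.9e-05 from camera, 0.228 with an estimated correlation). Kdr, the VEGF receptor on chromosome 5 (75932827 to 75978458), rose from 29.5 ± 0.220 to 110 ± 3.98 (SD, n = 2 libraries each), a log2 fold change of 1.86 (standard error 0.07). Tie1, an endothelial receptor, and Plvap, a protein of endothelial diaphragms, rose by 2.59 and 2.70. Etv2, an early endothelial factor, had a log2 fold change of 0.25 (adjusted p = 0.084, and 0.033 without E7.5 replicate 1), and the peptide gene Apln fell by 2.86 on the log2 scale. Of 22 measured genes of the skeletal system and sclerotome, 9 rose and 4 fell, as when adjusted over the list alone (median 0.15, adjusted p = 0.072, or 0.31 with an estimated correlation). Sox6, a factor of cartilage, and Pitx1 and Prrx1, factors of limb mesenchyme, rose by 2.63, 2.09 and 1.99. Among the 380 moderately higher genes were 14 vascular genes, against 1.09 expected (Fisher's exact test, two-sided, adjusted p = 3.2e-11), and 5 skeletal genes, against 0.601 expected (adjusted p = 0.0017). Markers of endothelium rose with the vascular list, with which they share 14 of 16 genes: 14 rose and none fell, adjusted over all genes or over the list alone, at a median of 1.82 (adjusted p = 6.8e-09, or 0.223 with an estimated correlation). Of 14 markers of primitive erythroid and other blood cells, none of them on the vascular list, 9 rose and 3 fell, as when adjusted over the list alone (median 0.73, adjusted p = 0.0048, or 0.238 with an estimated correlation). Their median was 0.082 without E8.5 replicate 1 and -0.19 without E8.5 replicate 2, when 8 of the 14 reached the minimum, and 0.74 and 0.68 with the 14 kept; with a minimum 5 times higher it was 1.72, and that of endothelium was 1.19 without E8.5 replicate 2. The skeletal list passed the test without any one of the 4 libraries, with medians from 0.14 (adjusted p = 0.0387, without E8.5 replicate 2) to 0.26 (adjusted p = 0.00883, without E7.5 replicate 1), and also with no filter or a higher one (0.11 and 0.63, adjusted p = 0.0499 and 0.0362), though with libraries left out and the same genes kept it passed only without E8.5 replicate 1 (0.25, adjusted p = 0.0403).

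**Figure D2:**
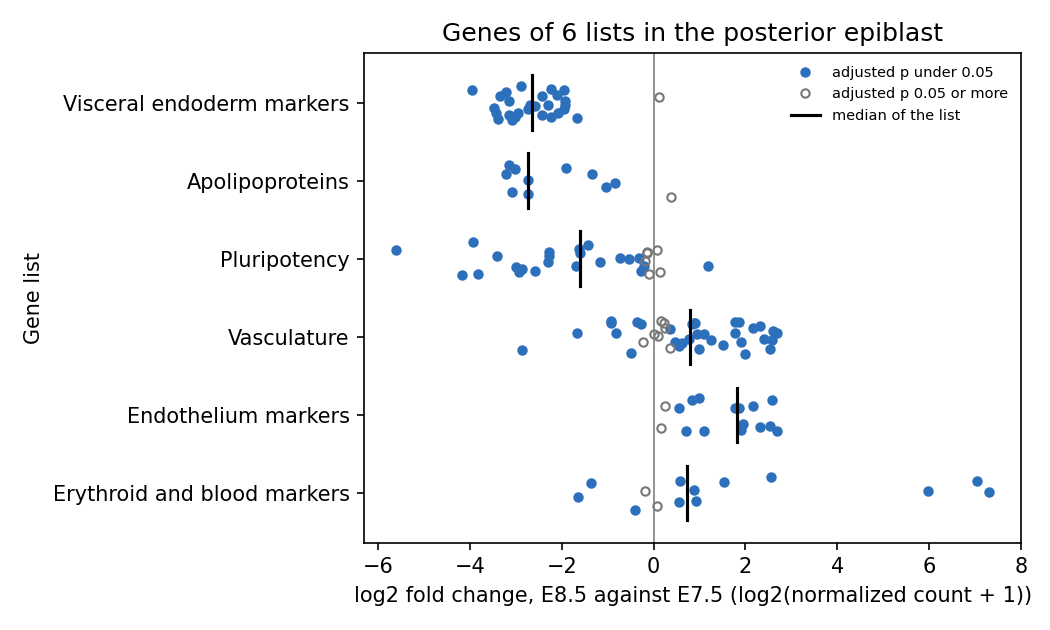
Log2 fold change, E8.5 against E7.5 on the log2(normalized count + 1) scale, of each measured gene in 6 gene lists, fitted over 2 libraries per stage. Filled points have an adjusted p under 0.05, open points do not, and black bars are the median, which is -2.64 for the visceral endoderm markers and 1.82 for the endothelium markers.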

Cluster 2 comprises genes moderately upregulated at E8.5, mostly associated with skeletal system, vasculature, and blood vessel development. Finally, cluster 3 is composed of genes strongly upregulated at E8.5. 

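The strongly higher group of 23 genes had log2 fold changes between 3.26 and 7.31. It held 3 globin genes of primitive red blood cells, Hbb-bh1, Hbb-y and Hba-x. Hba-x had 0 reads over both E7.5 libraries and 5010 over both E8.5 libraries, at least 1639-fold higher, and Hbb-y had 0 and 2352, at least 770-fold higher. These genes are paralogs that may share reads. Cdx4, a homeobox gene of the posterior axis on chromosome X (103321398 to 103330592), rose from 66.5 ± 1.89 to 798 ± 14.0 (SD, n = 2 libraries each), a log2 fold change of 3.57 (standard error 0.06). Trp63, a factor of surface ectoderm, rose by 3.98 and Postn, a matrix protein, by 3.30. The marker list of blood cells had 3 of its 14 genes in this group (Fisher's exact test, two-sided, adjusted p = 1.3e-05).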

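Of the 23 strongly higher genes, 7 were Hox genes that encode proteins, the regulators of anterior-posterior patterning. Hoxc9, a posterior Hox gene on chromosome 15 (102976439 to 102985099), rose from 0.461 ± 0.222 to 35.9 ± 1.05 (SD, n = 2 libraries each), a log2 fold change of 4.67 (standard error 0.16). Hoxc4, of a central group, rose by 4.08. Of the 15 central Hox genes, 4 were in this group, against 0.0248 expected (Fisher's exact test, two-sided, adjusted p = 1.3e-07), and of the 9 posterior Hox genes, 3 (adjusted p = 3.1e-06). A further 10 central and 4 posterior Hox genes were among the 380 moderately higher genes. Hoxb5os, an RNA on chromosome 11 (96291024 to 96306910) that runs antisense to Hox genes, rose by 5.34, and its reads cannot be separated from theirs by strand. Gene ontology terms were not analysed here.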

Genes in this cluster are enriched in skeletal system development, anterior/posterior pattern specification, and regionalization.

To get a closer image of the changes associated with the transition from head to trunk development, we built a protein–protein interaction (PPI) network (Fig. 2A and Additional file 3: Fig. S2) based on the differentially expressed genes between E7.5 and E8.5, as obtained from StringDB [37]. To focus our analysis on the most relevant interactions, we computed the metric backbone of this PPI network [38], which removed all redundant interactions and has been shown to help identifying genes and interactions responsible for core cellular programs [39]. Next, we identified structurally coherent network modules using LowEnDe [40], with an in-house developed algorithm based on spectral decomposition and information theory. Our interpretation is that these network modules may represent core development functions that are responsible for key aspects of the head to trunk transition.

**Fig. 2:**
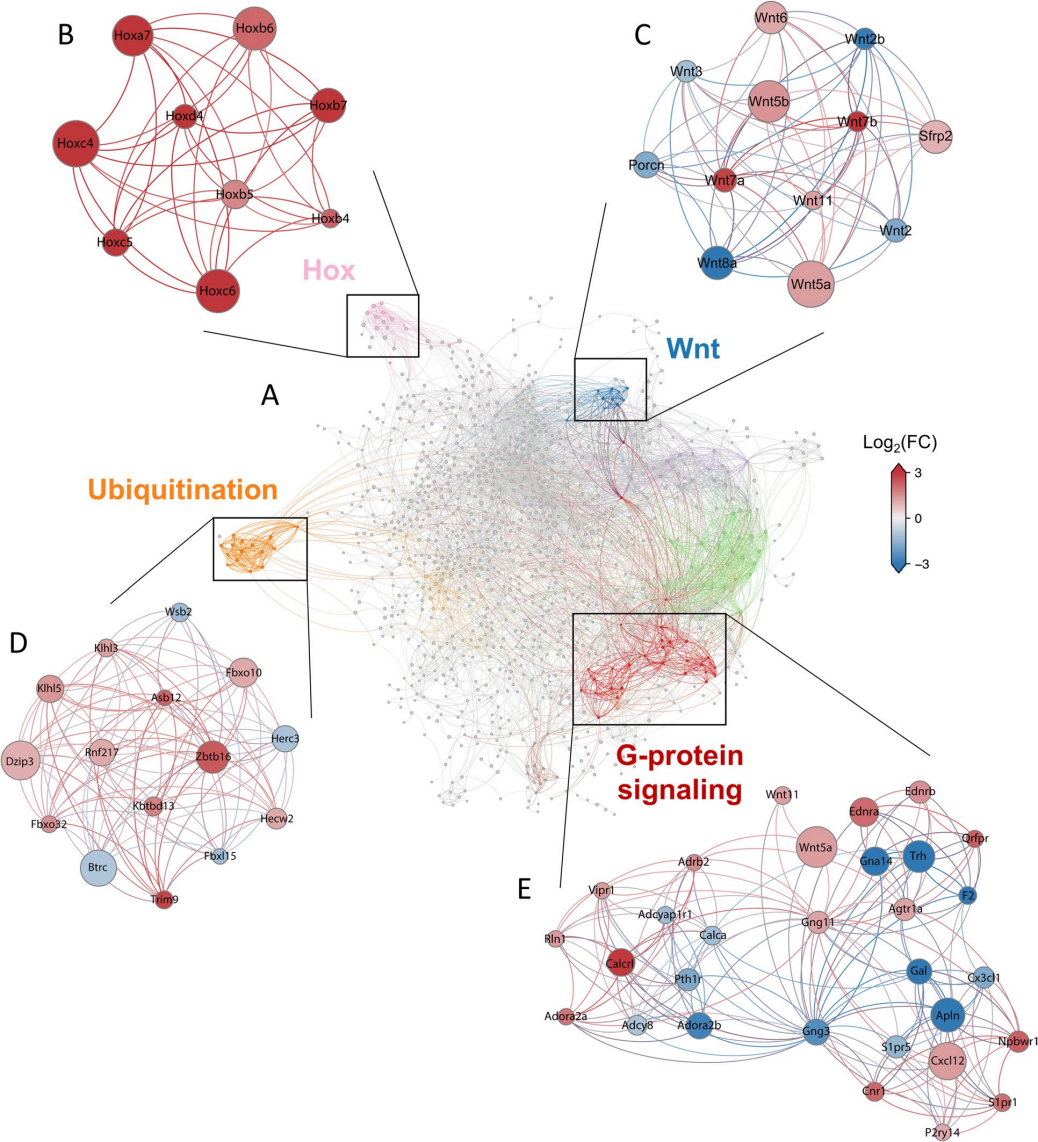
Interaction networks reveal changes in various functional modules. **A** Protein–protein interaction network based on the differentially expressed genes between E7.5 and E8.5. Colored clusters represent structurally coherent network modules identified using LowEnDe [40]. Purple cluster, Growth factors; Green cluster, Lipoprotein metabolism; Yellow cluster, Immune system. **B**-**D** Expanded versions of the Hox (**B**), Wnt (**C**), ubiquitination (**D**) and G-protein coupled receptor signaling (**E**) modules are shown to highlight the genes included in each. Nodes are colored by Log_2_(Fold Change), node size by Log_2_(CPM). Significantly upregulated genes at E8.5 are in red, downregulated genes at E8.5 are in blue

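The 9 Hox genes of the module in Fig. 2B were higher at E8.5, a direction that is not independent evidence since the module was built from genes called in the same libraries. The smallest increase was that of Hoxb5 on chromosome 11 (96303336 to 96306121), from 4.68 ± 1.73 to 15.0 ± 0.724 (SD, n = 2 libraries each), a log2 fold change of 1.53 (standard error 0.18). The largest was that of Hoxc6 on chromosome 15 (102998257 to 103011881), from 0.574 ± 0.335 to 55.5 ± 3.57 (SD, n = 2 each), a log2 fold change of 5.18 (standard error 0.16). Hoxa7 rose by 4.45 and Hoxd4 by 2.65. In the annotation Hoxc5 spans Hoxc6, and Hoxd4 overlaps Hoxd3, so these genes can share reads. The protein interaction network was not rebuilt here. At its thresholds for fold and adjusted p, with a mean log2 level above 1, 1344 genes were called here, 576 higher and 768 lower.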

One of the resulting clusters comprised the *Hox* genes (Fig. 2B) that we had already identified in our manual inspection of the differentially regulated genes, thus serving again as an internal validation of the approach. 

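E3 ubiquitin ligases and their adaptors changed in both directions. Of 275 measured, 87 rose and 43 fell (84 and 41 when adjusted over the list alone), with a median log2 fold change of 0.060 (adjusted p = 0.14 from camera, 0.56 with an estimated correlation; from 0.027 to 0.096 with libraries left out in turn). Klhl4, a substrate adaptor of cullin ligases on chromosome X (114474333 to 114560829), rose from 0.847 ± 0.165 to 10.5 ± 0.444 (SD, n = 2 libraries each), a log2 fold change of 2.64 (standard error 0.16). Rnf43, a ligase that removes Frizzled receptors from the cell surface, rose by 1.87. Trim67 fell by 1.57 on the log2 scale. Klhl14, with 56 reads at E7.5 and 0 at E8.5, was at least 19.0-fold lower. The cluster of 597 genes that fell held 2 of these ligase genes, against 11.8 expected (Fisher's exact test, two-sided, adjusted p = 0.0040).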

Another prominent cluster was associated with ubiquitination processes (Fig. 2D) enriched in genes encoding for E3 ligases, the key determinants of substrate specificity of the ubiquitin proteasome system [41]. This cluster contains a mix of up and downregulated genes, suggesting a switch in global ubiquitination patterns during the head to trunk transition that could impact general cellular functions by changing the availability of components involved in those processes. 

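Of the 15 genes drawn in the module of Fig. 2D, 11 rose and 4 fell at E8.5. The module was chosen on these libraries, so neither its directions nor the p of the module is independent evidence. Zbtb16, a transcription factor that also serves as a cullin adaptor, rose from 6.21 ± 0.601 to 33.0 ± 0.919 (SD, n = 2 libraries each), a log2 fold change of 2.24 (standard error 0.12). Trim9 rose by 1.58, Klhl5 by 1.27 and Dzip3 by 1.03. Besides Btrc, the genes that fell were Herc3, Wsb2 and Fbxl15, by 0.99, 0.98 and 0.81 on the log2 scale. They overlap Nap1l5, Rfc5 and Cuedc2 in turn on the other strand, so their values may include reads of those genes. Herc3 went from 14.3 ± 3.03 to 6.62 ± 0.309 (SD, n = 2 each; adjusted p = 6.3e-05 from limma). The median of the module was 1.02 (adjusted p = 0.010 from camera, 0.248 with an estimated correlation). With no filter on low values the calls of Fbxl15 and of Klhl3, which rose by 0.86, were lost, at adjusted p = 0.0537 and 0.0613, and with a minimum 5 times higher that of the module was lost (adjusted p = 0.0811).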

Particularly interesting in this module is Btrc, known to promote β-catenin ubiquitination and its subsequent degradation [42–44], which has been shown to also interact with components of several other signaling pathways and regulators of cell proliferation [45–47]. Indeed, the PPI network also identified several clusters composed of genes involved in different signaling pathways, indicating the existence of a substantial change in the signaling activities governing cell function when embryos engage in trunk formation.

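Btrc, the F-box protein that recognises phosphorylated beta-catenin, fell to lower levels in the posterior epiblast at E8.5. Its gene lies on chromosome 19 (45363734 to 45530013), and its normalized count went from 56.0 ± 2.90 to 27.9 ± 2.36 (SD, n = 2 libraries each). This is a log2 fold change of -0.98 (standard error 0.09, adjusted p = 2.9e-07 from limma). Transcriptional targets of beta-catenin moved both ways: of 16 measured, 7 rose and 5 fell (8 and 5 when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.19 from camera, 0.50 with an estimated correlation). Axin2, a feedback inhibitor and target, went from 79.9 ± 6.93 to 65.2 ± 0.434 (SD, n = 2 each), a log2 fold change of -0.29 (adjusted p = 0.0049, or 0.0592 without the mean-variance trend of limma and 0.0662 with no filter on low values). Sp5, another target, fell by 0.66 on the log2 scale. The target list passed the test without E7.5 replicate 1 (median 0.23) and without E7.5 replicate 2 (median 0.095). In both settings fewer of the 13903 genes reached the minimum, and the list did not pass with the same genes kept. On the same genes, Axin2 missed the threshold without E8.5 replicate 1 (adjusted p = 0.0520).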

One of those signaling-related clusters particularly prominent in the PPI network was composed of genes involved in G-protein coupled receptor signaling (Fig. 2E). This cluster included both up- and down-regulated genes and revealed a switch in the gamma subunits of the heterotrimeric G protein complexes, from Gng3 to Gng11, which could impact the selection of the pathways supported by the complex.

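Of the 30 genes drawn in the G-protein module of Fig. 2E, 17 were higher and 13 lower at E8.5, in a module chosen on these libraries. Calcrl, a receptor for adrenomedullin, rose from 3.21 ± 0.408 to 24.4 ± 0.394 (SD, n = 2 libraries each), a log2 fold change of 2.59 (standard error 0.14). The endothelin receptor Ednra rose by 1.98. Gal, which encodes the neuropeptide galanin, went from 29.3 ± 1.41 to 0.628 ± 0.294 (SD, n = 2 each), a log2 fold change of -4.23 (standard error 0.16). Trh, the gene of thyrotropin-releasing hormone, and the adenosine receptor Adora2b fell by 3.96 and 2.49 on the log2 scale. The module's median was 0.82 (adjusted p = 0.81 from camera), -1.32 with a minimum 5 times higher (adjusted p = 0.0811), and 0.45 and 0.55 without E8.5 replicates 1 and 2. Trh was also on the list of definitive endoderm and gut markers, of which 11 fell and 3 rose of 15 measured, as when adjusted over the list alone (median -0.90, adjusted p = 3.7e-04, or 0.223 with an estimated correlation).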

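The gamma subunit Gng3 was lower and the gamma subunit Gng11 higher at E8.5. Bscl2 overlaps Gng3 on the other strand, so the value of Gng3 may include reads of Bscl2. Gng3 on chromosome 19 (8836933 to 8839194) went from 24.5 ± 1.31 to 4.61 ± 0.502 (SD, n = 2 libraries each), a log2 fold change of -2.19 (standard error 0.13, adjusted p = 3.1e-09 from limma). Gng11 on chromosome 6 (4003904 to 4008445) went from 2.81 ± 0.166 to 6.62 ± 0.801 (SD, n = 2 each), a log2 fold change of 1.00 (standard error 0.16, adjusted p = 1.1e-04). Of 25 measured subunits of heterotrimeric G proteins, 10 rose and 6 fell (12 and 7 when adjusted over the list alone), with a median of 0.030 (adjusted p = 0.43 from camera), and from 0.046 to 0.14 with libraries left out in turn. Among the alpha subunits, Gna14 fell by 3.09 on the log2 scale and Gnal rose by 3.00. When E7.5 replicate 1 was left out and the same genes were kept, 10 of the 25 passed in place of 16.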

Those general changes in G protein-mediated signaling might play a role in the functional changes associated with Wnt signaling during the head to trunk transition. In particular, the PPI network showed connections between the G-protein cluster and *Wnt5a* and *Wnt11*. This connection might expose a regulatory switch, considering that these Wnt factors are known to signal through non-canonical pathways [48–50] and their activity is essential when the embryo enters trunk development [18, 19]. It will be therefore interesting to determine whether the changes observed in the molecular composition of the G-protein signaling cluster from E7.5 to E8.5, promotes activation of the non-canonical Wnt/Ca^2+^ pathway by Wnt5a and Wnt11 [50] when the embryo engages in axial extension. 

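Wnt5a and Wnt11, ligands of non-canonical Wnt signaling, were both higher at E8.5, Wnt5a at a much higher level. Wnt5a on chromosome 14 (28504750 to 28527448) rose from 87.4 ± 2.33 to 217 ± 1.66 (SD, n = 2 libraries each), a log2 fold change of 1.31 (standard error 0.06, adjusted p = 1.5e-10 from limma). Wnt11 on chromosome 7 (98835112 to 98855195) rose from 1.18 ± 0.480 to 2.88 ± 1.03 (SD, n = 2 each), a log2 fold change of 0.82 (standard error 0.21, adjusted p = 0.0047). Of 13 measured Wnt ligands, 7 rose and 5 fell, as when adjusted over the list alone (median 0.78, adjusted p = 0.45 from camera). Wnt5b rose by 1.44, and Wnt8a, a ligand of the early streak, fell by 3.50 on the log2 scale. The call of Wnt11 was lost without E8.5 replicate 2 (log2 fold change 0.55, adjusted p = 0.0747) and, on the same genes, without E7.5 replicate 1 (0.59, adjusted p = 0.0867). It was also lost with no filter on low values, at adjusted p = 0.13, and the median of the ligands was -0.87 with a minimum 5 times higher, and 0.11 and 0.17 without E8.5 replicates 1 and 2.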

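Sfrp2, a secreted Frizzled-related protein, was higher in the posterior epiblast at E8.5 than at E7.5. Its gene lies on chromosome 3 (83766321 to 83774316), and its normalized count went from 15.8 ± 1.11 to 31.8 ± 1.11 (SD, n = 2 libraries each). This is a log2 fold change of 0.97 (standard error 0.10, adjusted p = 1.5e-06 from limma). Its paralog Sfrp1 rose by 0.56 (standard error 0.11), and Sfrp5, another member of the family, fell by 1.21 on the log2 scale. Of 17 measured Wnt antagonists, 9 rose and 5 fell (10 and 5 when adjusted over the list alone; median 0.56, adjusted p = 0.22 from camera, 0.0378 with no filter on low values, and a median of 0.23 without E8.5 replicate 2). Of 30 measured genes of Wnt secretion and reception, 14 rose and 10 fell (16 and 11 when adjusted over the list alone; median 0.26, adjusted p = 0.38). The receptor genes Fzd7 and Ror1 fell by 0.52 and 1.91 on the log2 scale. Ror2, a receptor of Wnt5a, went from 66.0 ± 3.62 to 55.7 ± 6.08 (SD, n = 2 each), a log2 fold change of -0.24 (adjusted p = 0.024). The call of Ror2 was lost without E8.5 replicate 2 (-0.13, adjusted p = 0.343), on the same genes without E7.5 replicate 1 (-0.19, adjusted p = 0.141) in DESeq2 (adjusted p = 0.0595) and without the mean-variance trend of limma (adjusted p = 0.123), and with no filter on low values those of Ror2 and Fzd7 were lost (adjusted p = 0.164 and 0.0515).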

A more prominent involvement of the non-canonical Wnt signaling downstream of Wnt5a when entering trunk development was also suggested by the upregulated *Sfrp2* expression at E8.5 (Fig. 2C), since Sfrp2 redirects Wnt signals from Fz7 to Ror2, stabilizing the Wnt5a-Ror2 complexes that mediate Wnt5a activity during body axis development [51, 52]. The possible involvement of *Sfrp2* in this process is also supported by genetic data showing its requirement during trunk axial extension redundantly with *Sfrp1* [53].

Another of the relevant changes in Wnt signaling associated with the head to trunk transition is the switch from *Wnt*3 to *Wnt3a* functional dependency [17, 44]. In our datasets, *Wnt3* was downregulated at E8.5, fitting with its functional dynamics. 

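The normalized count of Wnt3 fell from 6.17 ± 0.457 to 2.67 ± 0.139 (SD, n = 2 libraries each). The gene lies on chromosome 11 (103774150 to 103817957), and its log2 fold change was -0.97 (standard error 0.16, adjusted p = 1.3e-04 from limma). Both E8.5 libraries were below both E7.5 libraries. Wnt2b and Wnt2, other ligands that fell, had log2 fold changes of -2.17 and -1.45.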

*Wnt3a* expression levels, however, did not change from E7.5 to E8.5. This contrasts with the known *Wnt3a* functional requirements, as it is essential during trunk development but seems to be either inactive or functionally limited at earlier developmental stages given its inability to replace for *Wnt3* [44]. This could suggest that stimulation of Wnt3a functional activity during axial extension might result from expression changes in additional factors modulating Wnt signaling at different levels of the pathway. 

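The transcript of Wnt3a, a ligand of canonical Wnt signaling needed for trunk and tail, was measured at a higher level than that of Wnt3 at both stages. Wnt3a on chromosome 11 (59248033 to 59290752) went from 58.7 ± 2.61 to 31.7 ± 0.224 (SD, n = 2 libraries each). This is a log2 fold change of -0.87 (standard error 0.08, adjusted p = 3.8e-07 from limma), a fall that passes the test and stays under the fold threshold of 1 used for differentially expressed genes. The difference between stages was larger than the spread between the replicates of either stage. Among 21 measured Cdx and trunk progenitor factors, 12 rose and 8 fell, as when adjusted over the list alone (median 0.77, adjusted p = 0.041 from camera, 0.276 with an estimated correlation, 0.108 without E7.5 replicate 2 on the same genes, 0.0576 with quantile normalization and 0.0811 with a minimum 5 times higher). Tbx6 and Msgn1, targets of Wnt3a in the presomitic mesoderm, fell by 0.74 and 1.57 on the log2 scale. Fgf17 and Gdf11, growth factor genes of the extending axis, rose by 2.06 each.

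**Figure D3:**
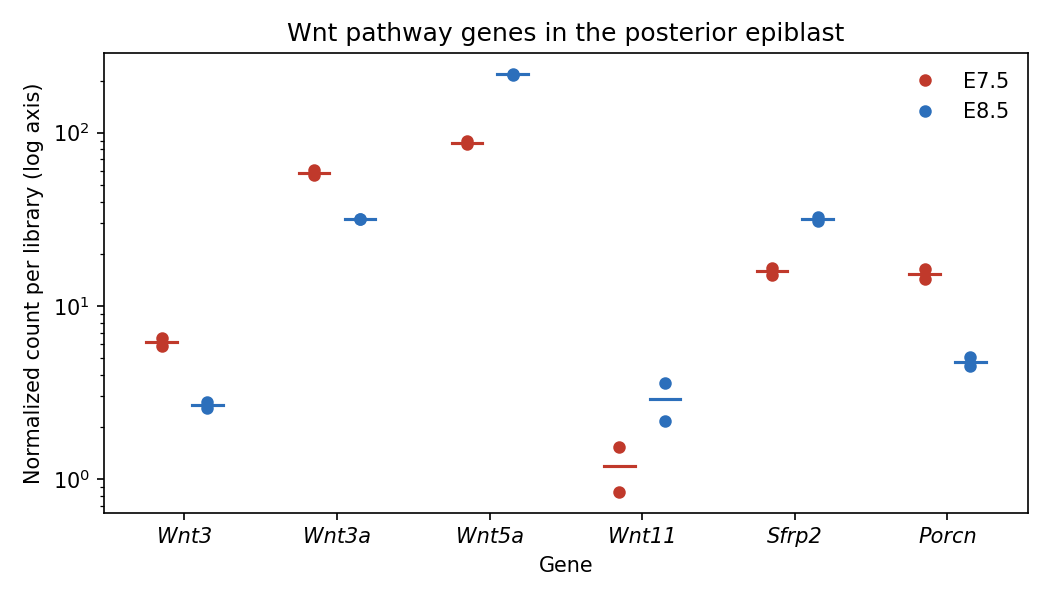
Normalized counts of 6 Wnt pathway genes in each library, on a log axis, with a point for each of the 2 libraries per stage and a bar at the mean. Wnt3a goes from 58.7 to 31.7 and Wnt5a from 87.4 to 217, while the replicates of Wnt11 lie far apart.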

Consistent with this, a stabilizing Axin2 mutation impacting differently canonical Wnt signaling in the progenitor region of E7.5 and E8.5 embryos [54], suggests fundamental changes in Wnt signaling as embryos engage in axial extension. A prominent candidate to be involved in differential Wnt regulation is *Porcn*, which codes for a molecule that introduces a palmitoleoyl moiety into a highly conserved serine residue of the Wnt ligands [55, 56]. Given the essential role of *Porcn* during gastrulation [57], it was somewhat surprising to find a reduction of *Porcn* expression levels in the posterior epiblast at E8.5. This reduction was confirmed by direct measurement of *Porcn* transcript levels in the posterior epiblast of E7.5 and E8.5 embryos by RT-qPCR, which revealed a significant down-regulation of this gene from E7.5 to E8.5 (Additional file 1: Fig. S3A and Table S2), thus consistent with the RNA-seq data. In addition, analysis of the single cell RNA-seq data from Pijuan-Sala et al., 2019 [23] also showed that, while *Porcn* transcripts were readily observed in the caudal epiblast cluster of E7.5 embryos, they were absent from the same cluster at E8.5 (Additional file 1: Figs S3B and C). 

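Porcn, the acyltransferase gene on chromosome X (8193848 to 8206525), had a normalized count of 15.3 ± 1.38 at E7.5 and 4.76 ± 0.427 at E8.5 (SD, n = 2 libraries each). This is a log2 fold change of -1.50 (standard error 0.14, adjusted p = 4.7e-07 from limma). The fall was larger than the spread between replicates. Of the Wnt genes that lost expression between the same stages, the ligand Wnt8a fell further, and the receptor Fzd7 less. Markers of visceral endoderm fell in the same comparison, among them Cubn, the receptor cubilin, from 400 ± 15.8 to 35.2 ± 2.76, and Rbp4, a retinol carrier, from 325 ± 2.34 to 53.0 ± 0.292 (SD, n = 2 each). The libraries are from pooled tissue, so the cells in which Porcn fell were not resolved here.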

A reduction of *Porcn* expression levels when embryos enter the axial extension phase was also observed in the in situ expression patterns reported for this gene [57]. Whether this reduction plays a role in the Wnt signaling switch associated with the head to trunk transition is unclear. Intriguingly, it has been reported that pharmacological inhibition of Porcn impacted differently canonical and non-canonical Wnt signaling in a cell line assay [58], and Wnt3a was also shown to activate Wnt signaling in the absence of Porcn [59], suggesting that the Porcn-mediated modification might not be a universal requirement for Wnt signaling.

### Wnt signaling dependency on Porcn during axial extension

We tested the effect of blocking Porcn activity on axial extension by incubating E8.5 embryos in vitro in the presence or absence of the Porcn inhibitor IWP-01. Our culture conditions allowed normal progression of development, with the embryos attaining typical E9.5 morphology within 24 h of incubation (Fig. 3). The presence of the inhibitor affected development in different ways. The brain structures were seriously reduced in size, likely affecting mainly the midbrain and anterior hindbrain structures, which also led to a substantial reduction in migratory cranial neural crest cells (Figs. 3A and B, arrows). These features are consistent with the inhibition of Wnt1 signaling [60], thus serving as an internal control for IWP-01 activity. IWP-01 treated embryos underwent considerable extension at the caudal embryonic end, although they eventually became truncated. *Uncx4.1* expression indicated the presence of paraxial mesoderm along the whole anterior posterior axis, presenting fairly normal-looking somites for a considerable extent of the trunk, but losing segmental patterns towards the end of the axis (Fig. 3I-J’). The *Uncx4.1* signal almost reached the caudal embryonic end, indicating that the presomitic mesoderm (PSM) was strongly reduced or absent, an idea also suggested by the lack of *Msgn1* signal (Fig. 3C and D). *Sox2* expression indicated that IWP-01-treated embryos also developed a spinal cord, morphologically normal at the axial levels containing identifiable somites and becoming a wider flattened structure in the region containing the disorganized *Uncx4.1* expression (Fig. 3J’, L’’). Importantly, even in the area showing abnormal neural and paraxial mesodermal patterns, IWP-01 treated embryos contained a single neural tube. The axial truncation in the context of a disorganized paraxial mesoderm and enlarged spinal cord could indicate an exhaustion of NMCs derived from accelerated progenitor differentiation at the expense of self-renewal. The lack of *Cdx2* expression at the caudal end of IWP-01-treated embryos is consistent with this hypothesis (Fig. 3E, F). Interestingly, *Shh* expression showed that the notochord also became truncated in the region where the paraxial mesoderm and the neural tube lose normal patterns (Fig. 3M-N’). *Tbxt* expression was reduced to a small spot beneath the neural tube (Fig. 3H, H’), roughly corresponding to the position of the caudal end of *Shh* expression, indicating that it could represent the posterior end of the notochord.

**Fig. 3:**
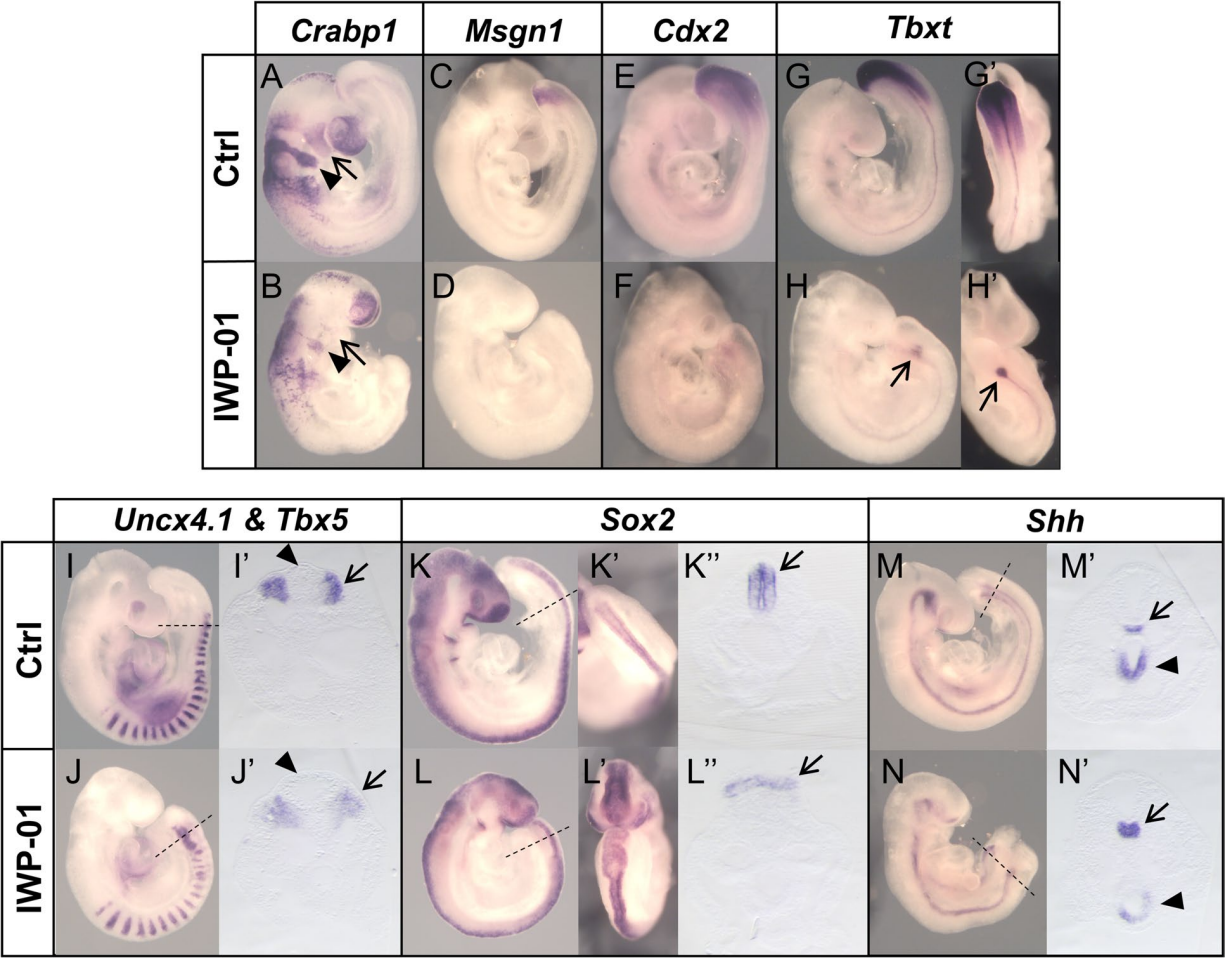
Impact of Porcn activity during axial elongation. Embryos were cultured for 24h (E8.5 to E9.5) in the presence or absence of the Porcn inhibitor, IWP-01. Whole-mount in situ hybridization with *Crabp1* (A-B)*, Msgn1* (C-D)*, Cdx2* (E–F), *Tbxt* (G-H’), *Uncx4.1 & Tbx5* (I-J)*, Sox2* (K-L) and *Shh* (M–N) probes. G’, H’, K’ and L’ show dorsal views of the posterior end of the respective embryos. I’, J’, K’’, L’’, M’ and N’ show transverse sections at the axial levels indicated by the dashed lines in the respective embryos. Arrows and arrowheads in A and B indicate first and second branchial arches, respectively. *Tbxt* expression in the caudal region is reduced to a small spot (arrows in H and H’). Arrows and arrowheads in I’ and J’ indicate paraxial mesoderm and neural tube, respectively. The neural tube (arrows in K’’ and L’’) becomes a flat structure in the posterior end of the IWP-01-treated embryo. Arrows and arrowheads in M’ and N’ emphasize *Shh* expression in the notochord and gut, respectively

Our data indicate that during axial extension Wnt signaling involves a combination of Porcn dependent and independent activities. This contrasts with the essential role of Porcn during gastrulation [57]. Interestingly, IWP-01 seemed to have very limited effect on trunk extension. While inefficient IWP-01 activity cannot be formally ruled out (although it clearly affected other embryonic areas), this observation is consistent with the observed absence of *Porcn* transcripts in the caudal epiblast of E8.5 embryos, thus suggesting that Wnt activity in this embryonic region is mostly Porcn-independent. However, axial extension, as well as paraxial mesoderm and spinal cord development (among the most relevant sensors of Wnt activity) were clearly affected caudal to the axial level roughly corresponding to the transition into tail bud-dependent elongation, thus suggesting different requirements for the control of epiblast-driven and tail bud-dependent axial elongation. A change in Porcn dependence when the embryo switches to tail development fits with the measured *Porcn* transcript levels in the progenitor region of E8.5 and E9.5, because although not statistically significant, they were higher in the older embryos (Additional file 1: Fig. S3A). Even considering the abnormal features of the neural and paraxial mesoderm in the tail of IWP-01 treated embryos, their presence throughout the whole AP axis of these embryos, differs from the duplicated neural tubes replacing the paraxial mesoderm characteristic of the *Wnt3a* mutant embryos [61]. This indicates that during axial elongation Wnt3a signaling might include Porcn-independent activities, an effect previously observed in a cell culture context [59]. The malformations observed at the caudal end of the IWP-01-treated embryos suggest that the required equilibrium between differentiation and self-renewal of NMC cells in the tail bud might also entail proper balance of Porcn-dependent and Porcn independent Wnt activities.

### Chromatin accessibility landscape of the posterior epiblast in the developing embryo

To understand the regulation behind the changes observed in gene expression, we mapped global chromatin accessibility profiles. For this, we performed the Assay for Transposase-Accessible Chromatin with sequencing (ATAC-seq) [62] from tissues of the same regions and timepoints as those used for RNA-seq. Principal component analysis separated the samples by timepoint (Additional file 1: Fig. S1B), indicating the presence of distinct chromatin accessibility profiles at these two developmental stages. Both E7.5 and E8.5 datasets had a similar chromosomal distribution of accessible regions, with two thirds mapping to promoters and about 20% to intergenic regions (Fig. 4A). Differential analysis of the two datasets identified 18,197 regions with increased chromatin accessibility (open regions), and 11,087 with decreased accessibility (closed regions) at E8.5 relative to E7.5 (Fig. 4B and Additional file 4: Table S3). Interestingly, the differentially accessible peaks followed a distribution different to that observed for the individual datasets, with most peaks (57%) mapping to intergenic regions, 14% to introns and the contribution of promoters being reduced to around 21% (Fig. 4A). This suggests that the transition between these developmental stages is to a large extent associated with a switch in regulatory elements. In addition, the finding that there are around ten times more genomic regions changing accessibility profiles than differentially expressed genes suggests a high complexity in the regulatory mechanisms controlling the transcriptional switch associated with the head to trunk transition.

**Fig. 4:**
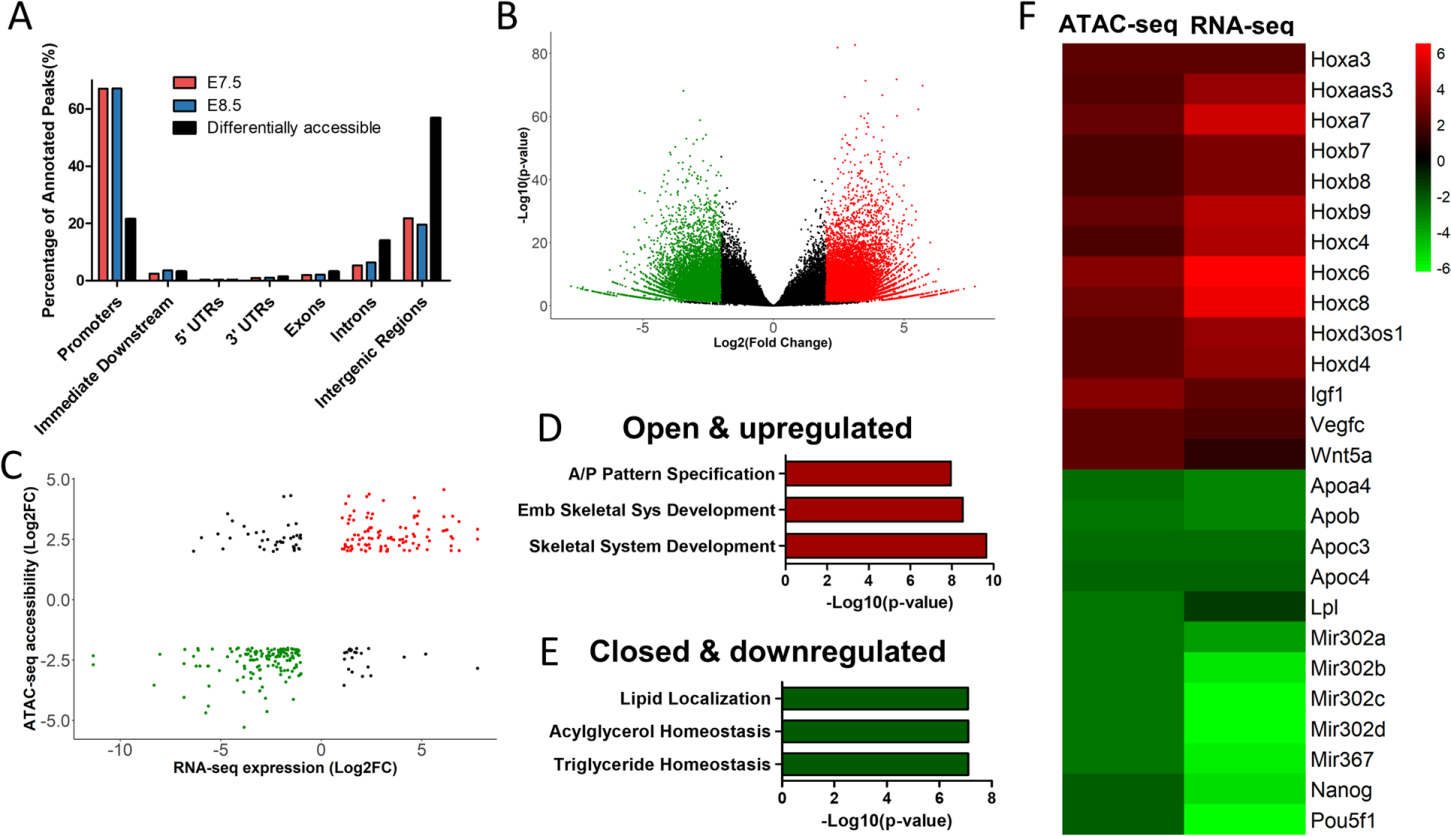
Integration of genome accessibility and gene expression data. **A** Genomic distribution of ATAC-seq peaks identified at E7.5 (red), E8.5 (blue) and distribution of only the differentially accessible peaks (black). **B** Volcano plot of ATAC-seq peaks (|Log_2_(Fold Change)|≥ 2 & *p*-value < 0.05). Significantly open regions at E8.5 in red, closed regions at E8.5 in green and non-significant in black. **C** Scatterplot showing correlation between genomic accessibility and gene expression. Significantly accessible and upregulated genes in red, closed and downregulated genes in green. **D** Top 3 GO biological process terms of positively regulated genes at E8.5 (red group in **C**), Abbreviations: Emb, Embryonic; Sys, System, A/P, Anterior/Posterior. **E** Top 3 GO biological process terms of negatively regulated genes at E8.5 (green group in **C**) (**F**) Heatmap of Log_2_(Fold Change) of ATAC-seq and RNA-seq signals

From the regions showing differential accessibility, only 1418 could be associated with an annotated gene within 5 kb. Integrative analysis of transcriptomic and chromatin dynamics by crossmatching these 1418 regions with the differentially expressed genes (*n* = 3758) identified 300 genes in common, of which 238 showed consistent regulation at both chromatin and transcriptomic levels (Fig. 4C) (i.e., upregulated transcripts close to regions that became accessible or downregulated transcripts close to regions that lost accessibility). The remaining 62 regions might represent inhibitory elements. These observations indicate that only a very small proportion of the regions that change accessibility during the head to trunk transition are predicted to control the closest annotated transcriptional unit, thus further complicating the understanding of the regulatory processes controlling the head to trunk transition. Analysis of GO terms of this restricted group revealed an enrichment in anterior/posterior pattern specification and skeletal system development, in genes which are both accessible and upregulated at E8.5 (Fig. 4D). These include several *Hox* genes, most particularly those of central and posterior paralog groups (Fig. 4F), which might reflect the activation of enhancers within the *Hox* clusters upon sequential global opening of the clusters during axial extension [63]. 

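Only the RNA of these genes was analysed here, not the accessibility of the regions near them. Of 26 genes listed from Fig. 4F, which the paper chose with the help of these libraries, 20 reached the minimum and were tested. Of those tested, 14 were higher and 6 lower at E8.5 (median log2 fold change 2.48, adjusted p = 2.3e-04 from camera, 0.223 with an estimated correlation). Because of that choice, the p of this list is not independent evidence. Hoxb9 on chromosome 11 (96271457 to 96276595) rose from 4.01 ± 0.367 to 100 ± 3.84 (SD, n = 2 libraries each), a log2 fold change of 4.34 (standard error 0.10). Hoxb7, Hoxb8 and Hoxd4, of the central groups, rose by 2.88, 3.15 and 2.65. Hoxa3, of an anterior group, rose by 2.31. The antisense RNAs Hoxaas3 and Hoxd3os1 rose by 3.78 and 3.13. Hoxaas3 on chromosome 6 (52175217 to 52215076) runs across the genes from Hoxa3 to Hoxa7 on the other strand, and Hoxd3os1 across Hoxd4, so their values may include reads of those genes. Without E8.5 replicate 1 the median of the list was 1.51. With no filter on low values it was 1.41 and the call was lost (adjusted p = 0.0647 from camera). The minimum thus raised the median by leaving lower members of the list out.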

The group of less accessible and downregulated genes include genes related to stem cell pluripotency and proliferation (Fig. 4F), like the already mentioned *Pou5f1* and *Nanog.* This is consistent with the known position of relevant regulatory regions for these genes [64, 65]. This group also included the *miR-302/367* cluster, important for stem cell maintenance and repression of cell differentiation [66].

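Dnmt3b, Pim2, Fgf4 and Fgf5 were lower at E8.5 in the same RNA libraries; the accessibility near these genes was not analysed here. Dnmt3b, a de novo DNA methyltransferase of the epiblast on chromosome 2 (153649450 to 153687730), fell from 488 ± 28.5 to 100 ± 6.5 (SD, n = 2 libraries each), a log2 fold change of -2.27 (standard error 0.06). Pim2, a kinase that promotes survival and growth, went from 101 ± 1.28 to 6.25 ± 0.977 (SD, n = 2 each), a log2 fold change of -3.82 (standard error 0.11). Fgf4, a growth factor of pluripotent cells, fell by 1.61. Fgf5, a marker of the primed epiblast, had 261 reads at E7.5 and 3 at E8.5, a ratio of 88.6 (95% counting interval 30.0 to 433). Lin28b, which blocks the maturation of let-7, was the pluripotency gene that rose, with a log2 fold change of 1.19. Sox2 had a log2 fold change of 0.069 (standard error 0.15, adjusted p = 0.73).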

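The 5 microRNA genes of the cluster, on chromosome 3, had few reads in these libraries, which were made from polyadenylated RNA and do not capture mature microRNAs. All 5 lie within Larp7, on the other strand, and the strand is not kept, so these reads may be those of Larp7. None had a value of at least 1 in 2 libraries, so none entered the test. Mir302a (127545496 to 127545564) had 17 reads over both E7.5 libraries and 1 over both E8.5 libraries, a ratio of 17.3 (95% counting interval 2.71 to 724). Mir302d had 18 and 0 reads, at least 6.11-fold lower at E8.5 with the limit of 3 reads. Mir302c had 16 and 0 reads, at least 5.43-fold lower, and Mir302b and Mir367 had 12 and 0 reads each, at least 4.07-fold lower.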

GO terms of the less accessible and downregulated genes were enriched for triglyceride homeostasis and lipid metabolism (Fig. 4E), including several *Apo* genes as well as *Lpl*, that catalyzes the hydrolysis of triglycerides (Fig. 4F). These observations indicate that the head to trunk transition is associated with changes in lipid metabolism, which have the potential to impact the activity of various signaling pathways. For instance, lipid modifications have been shown to be essential to generate functionally competent Wnt and Hedgehog molecules [67, 68]. 

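Genes of triglyceride and lipid handling were lower on balance at E8.5. Of 34 measured, 16 fell and 7 rose (16 and 8 when adjusted over the list alone), with a median log2 fold change of -0.37 (adjusted p = 0.026 from camera, 0.248 with an estimated correlation). Lpl, the lipoprotein lipase gene on chromosome 8 (68880491 to 68907448), fell from 16.9 ± 0.514 to 7.20 ± 0.307 (SD, n = 2 libraries each), a log2 fold change of -1.13 (standard error 0.13). Apoa4 went from 20.2 ± 1.13 to 2.20 ± 0.378 (SD, n = 2 each), a log2 fold change of -2.73, and Apoc3 fell by 1.34. Apoc4 had 15 reads at E7.5 and 3 at E8.5, a ratio of 5.09 (95% counting interval 1.44 to 27.4), and did not enter the test. The cholesterol esterifying enzyme Soat2, which is also a visceral endoderm marker, fell by 3.38. In the other direction, the cholesterol exporter Abca1 rose by 1.67 and the lipoprotein receptor Vldlr by 1.58. Dab2, an endocytic adaptor on the visceral endoderm list, fell by 2.43 beside them. With a minimum 5 times higher the median of the list was -0.17 (adjusted p = 0.080), and without E7.5 replicate 1 on the same genes it was -0.42 (adjusted p = 0.063); without E7.5 replicates 1 and 2 in turn, with fewer genes, it was -0.15 and -0.14, and with no filter -0.24. The accessibility of regions near these genes was not analysed here.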

In the case of Wnt ligands, they contain several lipidic modifications, including the above-mentioned palmitoleoylation, which have been shown to affect differently the functional activity of different Wnt molecules [58, 69] and, as already discussed above, could be involved in the implementation of the functional switch in Wnt signaling associated with the head to trunk transition. Interestingly, in Drosophila embryos lipid-modified Hedgehog and Wingless require association with lipoproteins for long-range spreading of their activity [70], and Wnt5a has also been shown to associate with lipoprotein particles for long distance regulation of hindbrain development [71]. In our datasets, several genes encoding for lipoprotein components are downregulated at E8.5. 

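Apolipoprotein genes, which encode the protein components of lipoprotein particles, were lower at E8.5 with few exceptions. Of 11 measured, 10 fell and none rose (10 and 1 when adjusted over the list alone), with a median log2 fold change of -2.73 (adjusted p = 3.4e-08 from camera, 0.274 with an estimated correlation). Apob on chromosome 12 (7977648 to 8016835) went from 505 ± 6.21 to 56.1 ± 1.17 (SD, n = 2 libraries each), a log2 fold change of -3.15 (standard error 0.06, adjusted p = 5.8e-15 from limma). Apoe on chromosome 7 (19696109 to 19699188) went from 706 ± 18.8 to 75.3 ± 8.43 (SD, n = 2 each), a log2 fold change of -3.22 (standard error 0.07). The cluster of 597 genes that fell held 8 of the 11, against 0.472 expected (Fisher's exact test, two-sided, adjusted p = 2.9e-08). Of the 11, 5 are also on the list of visceral endoderm markers, and the 21 of these markers that are neither apolipoproteins nor solute carriers had a median log2 fold change of -2.43. Spink1, on both the visceral endoderm and the gut list, went from 313 ± 24.0 to 19.3 ± 1.33 (SD, n = 2 each). With no filter on low values the apolipoprotein median was -1.19.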

While this could be related to changes in the transport of lipid nutrients to the developing embryo, as shown for Apob during mouse embryogenesis [72], it could also impact Wnt and Hedgehog activities by determining the spatial range of their activity at different developmental stages.

### Transcription factor binding activity in the posterior epiblast

To assess how the modification of the chromatin accessibility profiles between E7.5 and E8.5 was reflected in the binding profiles of TFs known to be involved in developmental processes, we searched for TF footprints in our ATAC-seq datasets using HINT-ATAC [73]. We found several TFs with a significant difference in activity score between the two developmental stages (Fig. 5A). At E7.5 we observed a higher activity score for TFs involved in pluripotency, like Pou5f1, Nanog and Sox2. The average ATAC-seq profiles around the binding sites of each of these TFs revealed that, although at a lower level and in a reduced number of regions, binding activity was still detected at E8.5 (Fig. 5B-D). This might reflect a change in the functional profile of those factors as development proceeds. For instance, while Sox2 and Pou5f1 are required for pluripotency [25, 74], later in development they are involved in trunk elongation (Pou5f1) or in neural tube development (Sox2) [75–77]. At E8.5 the highest activity scores were provided by Cdx2, Cdx1, and several posterior Hox proteins (Fig. 5A). Interestingly, their ATAC-seq profiles showed shallow footprints at E7.5 (Fig. 5E-G), revealing that binding of these factors to their genomic targets mostly starts when the embryo engages in trunk development. These observations fit the genetic data showing that in the absence of Cdx activity, mouse embryos are truncated at the head to trunk transition [14, 16, 78], thus indicating that the functional requirement for these genes starts at this transition. Conversely, the binding profile of Tbxt (Brachyury), another of the main regulators of axial extension [13], was similar at E7.5 and E8.5 (Fig. 5H). This might reflect the high overlap in the genomic binding profiles of Eomes and Tbxt despite their distinct and non-redundant functional requirement during gastrulation and axial extension, respectively [6, 15, 78, 79]. Together, these results highlight a change in the main regulatory networks involved in each of these developmental stages, which is reflected by the activity levels of specific TFs.

**Fig. 5:**
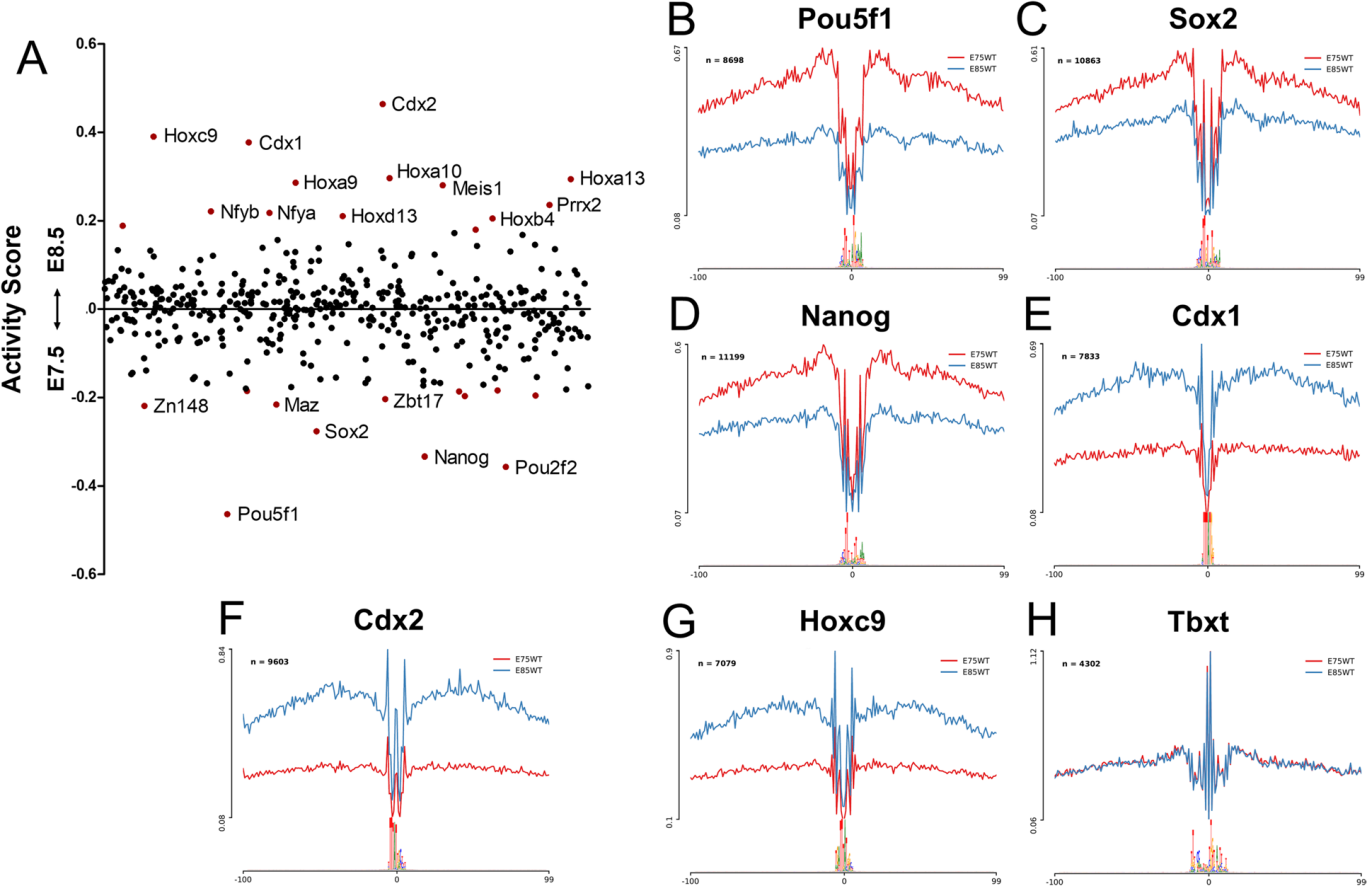
TF activity dynamics during the head to trunk transition. **A** Scatter plot of TF activity dynamics between E7.5 and E8.5. The y-axis represents the differences in TF binding activity. Each point represents a TF, points colored in red have significantly different activity scores (*p*-value < 0.05). Labelled points have a differential |Activity Score|> 0.2. (B-H) Average ATAC-seq profiles of Pou5f1 (**B**), Sox2 (**C**), Nanog (**D**), Cdx1 (**E**), Cdx2 (**F**), Hoxc9 (**G**) and Tbxt (**H**) binding sites. Red profiles correspond to E7.5, blue profiles to E8.5, n indicates the number of binding sites used to calculate the average profiles

### Testing a potential enhancer region of *Wnt5a*

From the 238 ATAC-seq peaks associated with differentially regulated genes, we focused on a region approximately 3.3 kb upstream of *Wnt5a* transcriptional start site that becomes accessible at E8.5 (Fig. 6A). This region is highly phylogenetically conserved among mammalian species [80], thus making it a candidate to regulate *Wnt5a* expression when the embryo engages in trunk development. We will refer to this region as CR1.

**Fig. 6:**
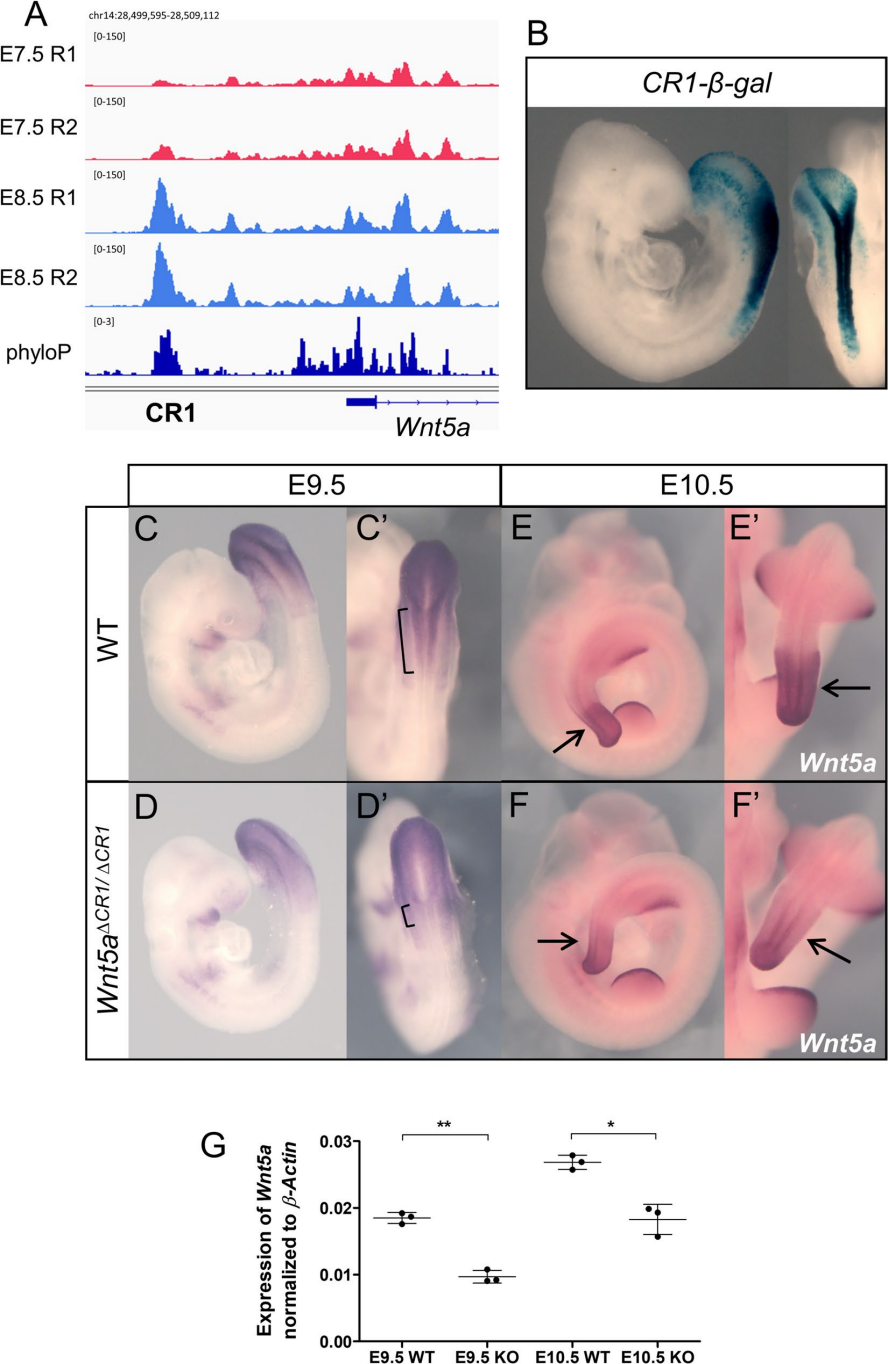
Characterization of Wnt5a enhancer, CR1. **A** ATAC-seq tracks showing accessibility profiles in the CR1 region*.* Phylogenetic conservation data (phyloP) [80] is shown in dark blue. **B** β-gal staining of *CR1-β-gal* transgenic embryo (*n* = 3/10), also showing dorsal view of the caudal region. **C**-**F** Whole-mount in situ hybridization of wild type and *Wnt5a*^*∆CR1/∆CR1*^ embryos at E9.5 and E10.5 using a probe for *Wnt5a*. (C’ and D’) Dorsal view of the posterior end of the embryo emphasizing the reduction of *Wnt5a* expression in the neural tube (brackets). At E10.5 *Wnt5a* expression is reduced in the PSM (arrows in E’ and F’). (G) RT-qPCR analysis of *Wnt5a* gene expression in wild type and *Wnt5a*^*∆CR1/∆*^.^*CR1*^ embryos at E9.5 and E10.5. *Wnt5a* expression is normalized to *β-Actin*. Three individual embryos were used for each condition. Values provided in Additional file 1: Table S4. Error bars indicate the standard deviation; **, *p*-value < 0.01 and *, *p*-value < 0.05

We first tested the regulatory potential of this putative enhancer using a reporter assay in mouse embryos. Transgenic embryos consistently displayed reporter expression in the posterior epiblast and emerging neural tube, a pattern closely resembling *Wnt5a* expression (Fig. 6B). This pattern is consistent with CR1 involvement in *Wnt5a* activation in the progenitor region during the head to trunk transition.

To directly explore this hypothesis, we generated CR1 deletion mutants (*Wnt5a*^∆*CR1*^). Whole-mount in situ hybridization suggested a reduction in *Wnt5a* expression levels in the emerging neural tube of *Wnt5a*^*∆CR1/∆CR1*^ embryos at E9.5 (Fig. 6C-D’, brackets), and in the PSM at E10.5 (Fig. 6E-F’, arrows). This downregulation was confirmed by quantitative RT-PCR, at both stages (Fig. 6G and Additional file 1: Table S4). These results suggest that, while the CR1 element participates in the regulation of *Wnt5a* expression in vivo, this regulation should also involve the activity of additional redundant enhancers that confer robustness to *Wnt5a* expression, able to keep a baseline *Wnt5a* transcription in *Wnt5a*^∆*CR1/*∆*CR1*^ mutants, thus allowing their full embryonic development. Despite the observed downregulation of *Wnt5a*, *Wnt5a*^∆*CR1/*∆*CR1*^ mutants developed normally, generating adult animals with no obvious phenotypic defects. This contrasts with *Wnt5a*^*−/−*^ mutants, where loss of *Wnt5a* leads to perinatal lethality, with embryos showing an absence of tail and a shortening of the anterior–posterior axis [18].

### Impact of RA signaling on the transition from head to trunk development.

Genetic analyses revealed a fundamental role of RA signaling for proper transition from head to trunk development [21]. We therefore tested the extent to which this is associated with changes in chromatin accessibility. We generated a *Raldh2* mutant strain by introducing in frame stop codons in the second exon (Additional file 1: Fig. S4). Homozygous embryos for this strain showed a phenotype similar to that described for other previously described *Raldh2* mutants [21]. Comparison of the global accessibility profiles from the posterior epiblast region of E8.5 wild type and *Raldh2* mutant embryos revealed that only 120 peaks were differentially accessible between both conditions, including 54 regions with decreased and 66 regions with increased accessibility in the *Raldh2*^*−/−*^ mutants (Fig. 7A and Additional file 5: Table S5). Again, we observed that the differentially accessible peaks mapped mainly to intergenic regions (43%) (Fig. 7B), indicating that they might represent regulatory elements.

**Fig. 7:**
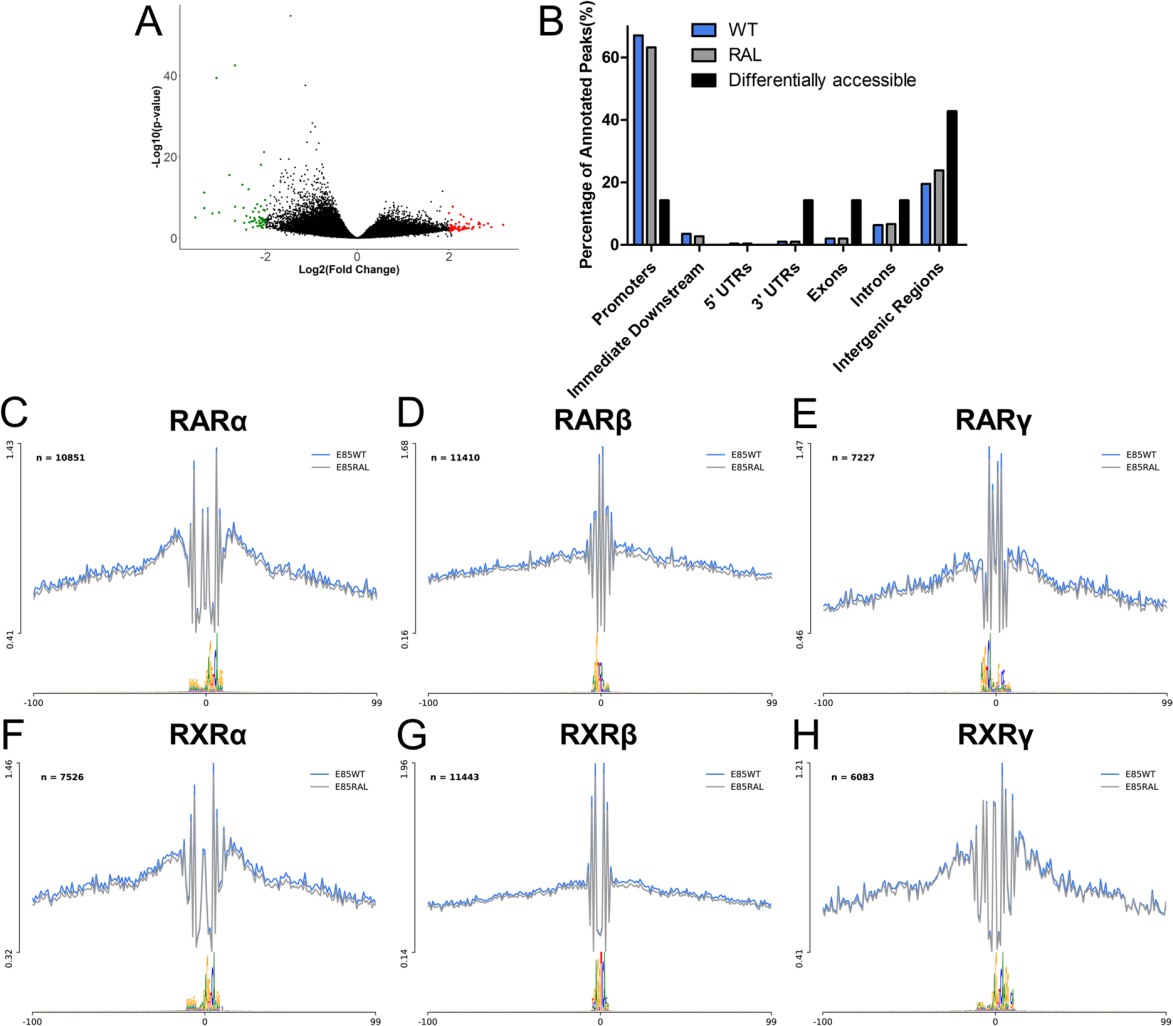
Impact of RA signaling in genome accessibility of the posterior epiblast. **A** Volcano plot of ATAC-seq peaks (*Raldh2*^*−/−*^ vs WT) (|Log_2_(Fold Change)|> 2 & *p*-value < 0.05). Significantly open regions in *Raldh2*^*−/−*^ are red, closed regions in *Raldh2*^*−/−*^ are green and non-significant in black. **B** Genomic distribution of ATAC-seq peaks identified in WT (blue), *Raldh2*^*−/−*^ (gray) and distribution of only the differentially accessible peaks (black). **C**-**H** Average ATAC-seq profiles of RARα (**C**), RARβ (D), RARγ (**E**), RXRα (**F**), RXRβ (**G**) and RXRγ (**H**) binding sites. Blue profiles correspond to wild type, gray profiles to *Raldh2*^*−/−*^, n indicates the number of binding sites used to calculate the average profiles

TF footprinting analyses showed no significant change in retinoic acid- and retinoid X receptor (RAR and RXR) binding activity in *Raldh2*^*−/−*^ mutants (Fig. 7C-H). This fits the notion that RA receptors are normally bound to retinoic acid response elements (RAREs) but kept inactive until bound by RA, eventually leading to recruitment of histone acetyltransferases and transcriptional activation [81]. Interestingly, only 12 of the regions that became differentially accessible contain RA receptor binding sites. Together, these observations suggest that RA activity at this developmental stage does not involve major changes in the genomic regions bound by RA receptors and that most of the differences in chromatin accessibility observed in the *Raldh2* mutants are not mediated by direct RA activity, most likely representing instead downstream effects of factors under direct RA regulation. The potential involvement of genes regulated by the 12 elements containing binding sequences for RA receptors in this or other RA-dependent regulatory processes will require direct experimental analyses.

### Evaluating potential *Nr2f2* enhancers for RA-mediated *Nr2f2* activation

From the regions that gained accessibility at E8.5 in a RA-dependent fashion we focused on a phylogenetically conserved region (we will refer to it as CR2) located within the same topologically associated domain (TAD) as *Nr2f2* (Fig. 8A, B), a gene that has been shown to be under the control of RA signaling [82]. We selected CR2 for further analysis because when tested in transgenic reporter assays it reproduced to a large extent the *Nr2f2* expression pattern (Fig. 8C-D’’), thus suggesting that it might be involved in the RA-dependent activation of *Nr2f2* expression. CR2 contains two distinct elements (CR2a and CR2b) (Fig. 8A). Both elements also gave well-defined activity profiles when tested individually in transgenic reporter assays. *CR2a-β-gal* embryos displayed staining in the somites starting from the forelimb level, in rhombomere 5 and in the second branchial arch neural crest (Fig. 8E-E’’). CR2b gave a much broader range of expression in the neural tube, including the whole hindbrain and the spinal cord, and in the neural crest migrating from the hindbrain into the branchial arches (Fig. 8F-F’’). It also activated expression in the most anterior somites, where CR2a activity was not observed. Together, these staining patterns indicate that CR2 activity in the somites, branchial arches, and hindbrain might result from the combined CR2a and CR2b activities. However, the strong *CR2b-β-gal* reporter staining in the spinal cord (Fig. 8F’, arrow) contrasts with the absence of staining in the same region of CR2 reporter transgenics (Fig. 8D’, arrow), suggesting that CR2a could block CR2b activity in this region.

**Fig. 8:**
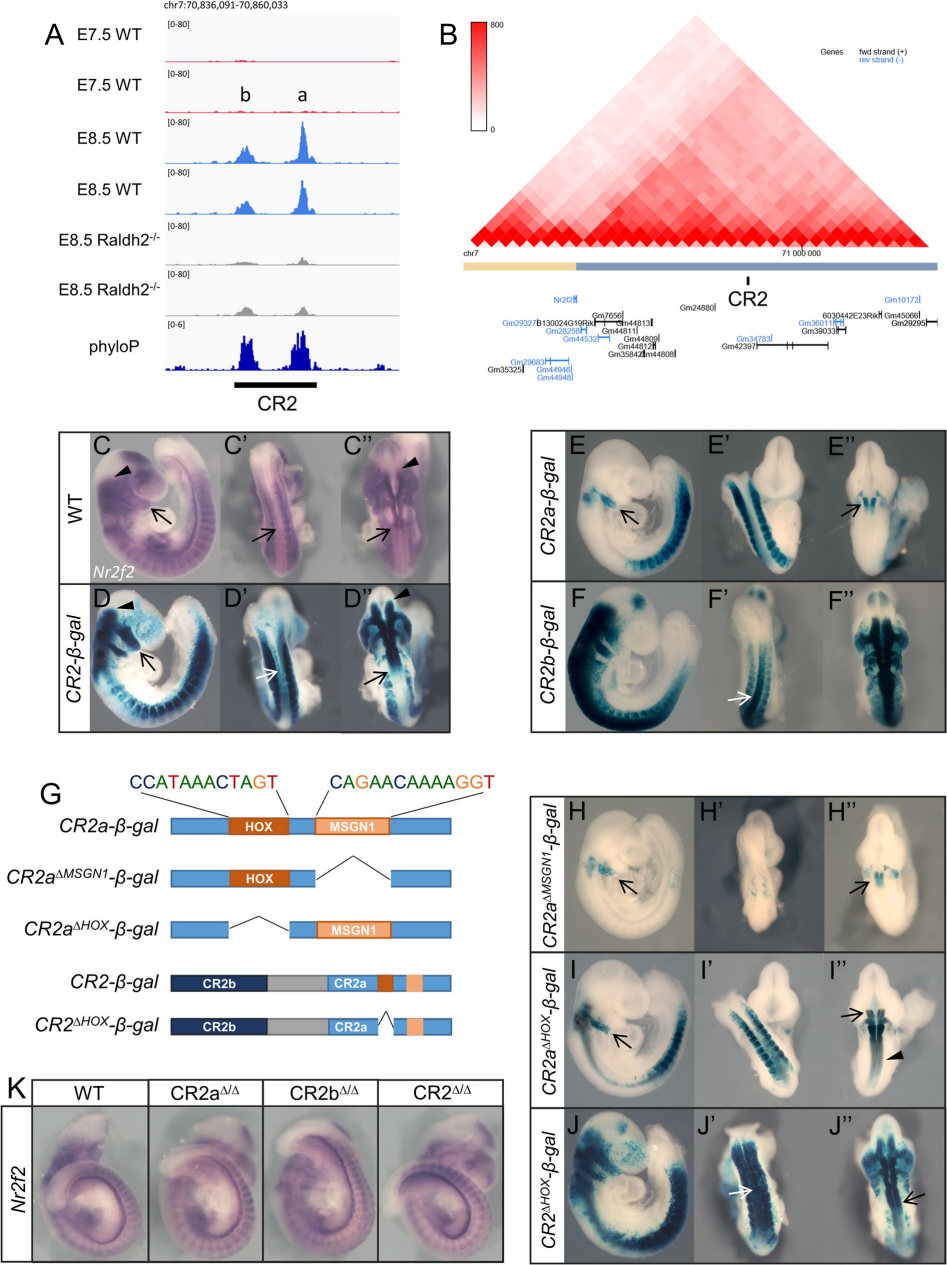
Characterization of the CR2 region. (A) ATAC-seq tracks showing accessibility profiles in the CR2 region*.* CR2 includes two peaks, *a* and *b*. Phylogenetic conservation data (phyloP) [80] is shown in dark blue. (B) Hi-C data from 3D genome browser [83] highlighting CR2 location in the same TAD as *Nr2f2*. (C-D’’) Comparison of *Nr2f2* expression pattern in wild type embryos by in situ hybridization (C–C’’) with *β-gal* reporter expression in *CR2-β-gal* transgenic embryos (*n* = 4/5) (D-D’’). Expression is present in the hindbrain (arrows in C’’ and D’’) but absent from the spinal cord (arrows in C’ and D’). (E-E’’) *β-gal* reporter expression in *CR2a-β-gal* transgenic embryos (*n* = 3/6). Reporter expression is restricted to the second branchial arch (arrow in E), rhombomere 5 (arrow in E’’) and somites from the forelimb level. (F-F’’) *β-gal* reporter expression in *CR2b-β-gal* transgenic embryos is extended to the anterior somites and neural tube (*n* = 3/3) (arrow in F’). (G) schematic representation of generated transgenic reporters for CR2a and CR2 regions lacking the specified TF binding sites. (H–H’’) *β-gal* reporter expression in *CR2a*^*∆MSGN1*^*-β-gal* transgenic embryos is limited to the second branchial arch (arrow in H), rhombomere 5 (arrow in H’’) (*n* = 3/3). (I-I’’) *β-gal* reporter expression in *CR2a*^*∆HOX*^*-β-gal* transgenic embryos expands up to rhombomere 3 (arrow in I’’) and along the neural tube (arrowhead in I’’) (*n* = 6/7). (J-J’’) *β-gal* reporter expression in *CR2*^*∆HOX*^*-β-gal* transgenic embryos is extended into the neural tube (arrows) (*n* = 3/5). (K) Whole-mount in situ hybridization of wild type, *CR2a*^*∆/∆*^, *CR2b*^*∆/∆*^ and *CR2*^*∆/*^.^*∆*^ at E9.5 using a probe for *Nr2f2*

To further analyze the mechanisms regulating CR2 enhancer activity and the interactions between CR2a and CR2b, we searched for the presence of TF binding sites within these elements with HINT-ATAC. We identified two TF footprints in CR2a, matching MSGN1 and HOX binding sites (Fig. 8G). Given the important role of these TFs in embryonic development, we assessed their contribution to CR2a enhancer activity by generating transgenic reporters for the CR2a element lacking each of these features. Transgenic embryos generated with CR2a lacking the MSGN1 binding site (*CR2a*^*∆MSGN1*^) lost almost completely reporter gene expression in the somites (Fig. 8H-H’’), consistent with the known role of *Msgn1* as a regulator of paraxial mesoderm [84, 85]. Conversely, transgenic embryos of CR2a reporters lacking the HOX binding site (*CR2a*^*∆HOX*^) did not affect somite expression, displaying instead extended reporter activity in the neural tube, including rhombomeres 3, 4 and 6 and the anterior spinal cord (Fig. 8I-I’’). This suggests a repressor rather than an activator role for Hox proteins in this enhancer, most particularly in the neural tube. We therefore tested whether the HOX binding site could also be involved in keeping CR2 inactive in the spinal cord by silencing CR2b activity in this embryonic region. Deletion of the HOX binding site from the CR2 reporter construct (*CR2*^*∆HOX*^) resulted in a substantial activation of reporter activity in the neural tube (Fig. 8J-J’’), although not as extensive as the pattern obtained with CR2b, indicating that it could indeed be part of the interaction mechanism between CR2a and CR2b.

We also identified binding sites for SMAD1 and SP5 in the CR2b element. Deletion of both sites resulted in the loss of reporter expression in most of the embryo, with some residual expression being detected in the hindbrain, neural crest and anterior spinal cord up until the trunk level (Additional file 1: Fig. S5). Hence, the CR2a and CR2b elements are regulated by distinct sets of TFs, further allowing these regions to drive robust gene expression patterns despite possible fluctuations in upstream TF levels [86].

Together, the reporter assays indicate the existence of regulatory interactions between the CR2a and CR2b elements to achieve a pattern of activity resembling *Nr2f2* expression. CR2 thus represents a case in which enhancer interactions, both positive and negative, play an important role in fine tuning gene expression, contributing to the production of sharp boundaries in the expression domains, similarly to what has been previously reported for other systems [87–89]. Our results also suggest that the RA-dependent opening of CR2a and CR2b might expose these elements to become activated by factors involved in the development of trunk and hindbrain structures.

To directly assess CR2 function and its potential relevance for *Nr2f2* expression, we generated mouse strains containing deletions of CR2a, CR2b and CR2*.* Homozygous mutant animals for each of these strains developed to term and the adults had no obvious phenotypic alterations, already indicating that these mutants kept *Nr2f2* expression, at least to a level allowing normal development. We confirmed this by whole-mount in situ hybridization showing that the *Nr2f2* expression pattern in homozygous mutant embryos for any of the deleted CR2 regions were similar to that observed in wild type embryos (Fig. 8K). This indicates that if CR2a and CR2b are indeed involved in *Nr2f2* expression as suggested by the reporter assays, other redundant enhancers might be present that ensure *Nr2f2* expression and prevent developmental arrest caused by the inactivation of this gene. A possible candidate for an enhancer able to maintain *Nr2f2* transcription in the absence of CR2 is the previously identified RAR-binding element (RARE) in intron 1 of *Nr2f2* [82]. However, further studies will be required to validate the role of this RARE in the regulation of *Nr2f2* and whether it interacts functionally with CR2.

## Conclusions

Overall, this study provides a comprehensive analysis to gain insights into the mechanisms regulating the remarkable changes in tissue activity associated with the transition from head to trunk development, combining differential screening with bioinformatic treatment of the resulting data. The specific treatment of the DEG profiles with the identification of modules in the PPI network revealed changes in Wnt signaling, ubiquitination and the basic machinery of G-protein-mediated signal transduction that could engage in interactions resulting in a global functional output. In addition, our datasets can be used as a resource for future research not only to explore the role of other enhancer regions but also to delve into the mechanisms of gene regulatory networks involved in the head to trunk transition by combining it with gene knockout studies.

The high disparity in the number of changes in chromosomal accessibility and differentially expressed genes at the two developmental stages indicates that the control of the changes in gene expression might also be very complex. Consistent with this, the lack of obvious phenotypes upon deletion of regulatory elements that largely reproduce the expression profiles of the genes they might regulate, argues for the existence of a considerable degree of redundancies among regulatory mechanisms. This redundancy, which has been previously observed for other regulatory regions [90, 91], might confer robustness to developmental processes by providing protection against genetic and environmental perturbations [90, 92–94]. Future studies testing the effects of CR1 or any of the CR2 deletions in a different genetic background or combined with a heterozygous inactivation of the *Wnt5a* or *Nr2f2* genes, respectively, or with other potential regulatory elements may reveal phenotypic traits normally suppressed by functional redundancy among enhancers.

## Methods

### Mice and embryos

The embryos analyzed in this work were recovered from pregnant females at different developmental stages. For this, matings between mice with the relevant genotypes were set up overnight and the day of the vaginal plug was considered embryonic stage E0.5. To collect embryos, pregnant females were euthanatized by cervical dislocation, embryos recovered from the uteri by cesarean section and processed accordingly for the distinct analysis described below.

*Raldh2* mutants, CR1, CR2, CR2a and CR2b deletion mice were generated by CRISPR/Cas9 [95] on the FVB/J background. *Raldh2* mutant mice were generated by introducing in frame stop codons into the second exon of the gene (Additional file 1: Fig. S4). A sgRNA targeting the sequence AATGGCAGAACTCAGAGAGT was generated by in vitro transcription. Briefly, oligonucleotides Raldh2-gRNA-up and Raldh2-gRNA-down (Table 1) were annealed and cloned into the BssI sites of plasmid pgRNA-basic [96]. The sgRNA was transcribed from the resulting plasmid with the MEGAshortscript T7 Kit (Life Technologies) and purified with the MEGAclear Kit (Life Technologies). Cas9 mRNA was produced by in vitro transcription from the pT7-Cas9 plasmid [96] using the mMESSAGE mMACHINE T7 Ultra Kit (Life Technologies) and purified with the MEGAclear Kit (Life Technologies). The replacement ssDNA oligonucleotide containing three in frame stop codons followed by an EcoRI site (Raldh2-3X-Stop) (Table 1) was purchased from IDT. A mixture of 10 ng/ µl of Cas9 mRNA, 10 ng/µl of the gRNA and 10 ng/µl of the Raldh2-3X-Stop oligonucleotide was injected into the pronuclei of fertilized oocytes of the FVB/J background, using standard procedures [97]. The mutant allele was detected by PCR using primers Raldh2-F and Raldh2-MUT-R (Table 2). Targeting was confirmed by direct sequencing. Deletion mutants for CR1, CR2, CR2a and CR2b were generated as previously described [98], using two gRNAs targeting the border of the sequence to be deleted and one ssDNA oligo bridging the two sides of the deletion (Table 1) to increase the edition efficiency. In these cases, each gRNA was generated by annealing the relevant Alt-R®-CRISPR-Cas9 crRNA (targeting sequences in Table 1) with the Alt-R®-CRISPR-Cas9 tracrRNA (all purchased from IDT). 1µM of each gRNA was incubated with 100 ng/µl of theCas9 protein and 10 ng/µl of the replacement DNA and microinjected into the pronucleus of fertilized mouse oocytes. Identification of deletion mutants was performed by PCR using the oligonucleotides specified in Table 2. Positive founders were crossed with wild type mice to generate F1 heterozygous mice that were then used to build the mutant lines. Homozygous mutants were then generated by heterozygous crosses. Mice and embryos were genotyped by PCR using primers specified on Table 2.

**Table 1:** gRNA and ssDNA used for CRISPR/Cas9

Raldh2	Raldh-gRNA-up	AGGGAATGGCAGAACTCAGAGAGT
	Raldh-gRNA-down	AAACACTCTCTGAGTTCTGCCATT
	Raldh2-3X-Stop	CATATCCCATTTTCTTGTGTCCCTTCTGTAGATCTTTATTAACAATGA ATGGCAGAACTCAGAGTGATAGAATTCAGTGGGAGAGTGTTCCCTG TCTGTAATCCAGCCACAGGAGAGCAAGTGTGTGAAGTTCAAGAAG
CR1	gRNA_CR1_1	CCAGTGGCAGTATTCTGTGA
	gRNA_CR1_2	CTGTGTAGCCGTAGTTTGCC
	ssDNA	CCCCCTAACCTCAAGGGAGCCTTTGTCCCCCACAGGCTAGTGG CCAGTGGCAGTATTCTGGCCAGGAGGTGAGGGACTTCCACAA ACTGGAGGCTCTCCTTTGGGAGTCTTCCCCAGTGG
CR2	gRNA_CR2_1	TCTTTCGGTCGTTCCCAGAG
	gRNA_CR2_2	GATACAACCGTCTTCTAGCT
	ssDNA	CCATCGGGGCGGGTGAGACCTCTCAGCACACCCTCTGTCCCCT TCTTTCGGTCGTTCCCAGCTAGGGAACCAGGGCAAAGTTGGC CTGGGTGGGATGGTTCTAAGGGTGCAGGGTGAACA
CR2a	gRNA_CR2a_1	ATTGGAGGTGCACTGGGTGA
	gRNA_CR2_2	GATACAACCGTCTTCTAGCT
	ssDNA	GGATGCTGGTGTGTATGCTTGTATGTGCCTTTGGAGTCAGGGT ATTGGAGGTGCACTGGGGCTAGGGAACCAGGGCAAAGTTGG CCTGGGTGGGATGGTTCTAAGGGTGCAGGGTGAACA
CR2b	gRNA_CR2_1	TCTTTCGGTCGTTCCCAGAG
	gRNA_CR2b_2	TCTCCTGGGCATTATCTGCC
	ssDNA	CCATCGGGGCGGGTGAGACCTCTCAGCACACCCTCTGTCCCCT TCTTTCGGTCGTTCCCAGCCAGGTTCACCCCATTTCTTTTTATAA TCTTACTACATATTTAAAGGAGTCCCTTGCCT

**Table 2:** Primers used for genotyping

Raldh2	KO	Fw	GTTTTCTGATCTCCCAGATCTC
		Rv	TCTCCCACTGAATTCTATCAC
	WT	Fw	GTTTTCTGATCTCCCAGATCTC
		Rv	AACACTCTCCCACTCTCTGAG
CR1	KO	Fw	GTCTCTTCCATGAGTGCTGAG
		Rv	CTGCATTCTAAGAAGCAGTCC
	WT	Fw	ACCCACTTTCTACAGCAGATC
		Rv	CTGCATTCTAAGAAGCAGTCC
CR2	KO	Fw	GAGCCACACTGATTTCAGAGG
		Rv	TCATCCATACCCTCCAGCTAC
	WT	Fw	GAGCCACACTGATTTCAGAGG
		Rv	AGACGTTACAGTAACGTGCTC
CR2a	KO	Fw	TGAATTGACGTGAGAGGAAGG
		Rv	TCATCCATACCCTCCAGCTAC
	WT	Fw	TGAATTGACGTGAGAGGAAGG
		Rv	GGCTGATGTGAAGCATTGCAG
CR2b	KO	Fw	GAGCCACACTGATTTCAGAGG
		Rv	TTATCACAGACTGTGACCAAC
	WT	Fw	GAGCCACACTGATTTCAGAGG
		Rv	AGACGTTACAGTAACGTGCTC

### RNA-sequencing analysis

Posterior epiblasts of wild type mouse embryos at E7.5 and E8.5 were dissected and snap frozen. Total RNA was isolated from pooled samples with TRI Reagent following the manufacturer’s protocol. RNA samples were then resuspended in RNase-free water. RNA concentration and purity were determined on an AATI Fragment Analyzer (Agilent). RNA-seq from E7.5 and E8.5 tissues was performed using two separate biological replicates. Libraries were prepared from total RNA using the SMART-Seq2 protocol [99]. Sequencing was performed on Illumina NextSeq500, generating > 25 M single-end 75 base reads per sample. Reads were aligned to the reference mouse genome (mm10) using STAR [100]. Read count normalization and differential expression between samples was analyzed using DESeq2 [101]. RNA-seq data is available in the GEO accession database under the accession number GSE220246. K-means clustering was performed on the 1000 most variable genes using the standard R function ‘kmeans()’. The elbow method was used to determine the number of clusters to use for this analysis. Gene ontology enrichment analysis was performed using PANTHER [102, 103], by selecting for biological processes using Fisher’s Exact test and False Discovery Rate. No background gene list was used. Gene ontology results presented are ranked by Fold Enrichment.

To assemble the PPI network, the DEG were filtered according to the following criteria: log of count per million (logCPM) > 1; absolute log fold-change (logFC) > 1; and false discovery rate (FDR) < 0.05. All possible interactions between DEGs were retrieved from the STRING v11 protein–protein interactions database [37]. The mouse transcriptome network was then constructed from the set of expressed genes and their corresponding STRING PPI. We casted this network as a weighted graph, where edge weights (given by the STRING PPI scores) denote the probability of the connected genes interacting and thus jointly contributing to a specific function. To remove redundant edges and focus our attention on the most important interactions we extracted the (metric) backbone of the mouse transcriptome network [38]. The metric backbone is a subgraph that is sufficient to compute all shortest paths in the network, thus removing edges that break the triangle unequally (and are therefore redundant regarding the shortest paths). This network retains all metric edges and preserves all the nodes in the original network [38, 104]. We have previously used the metric backbone of transcriptome networks to identify biologically relevant genes and their interactions [39]. Network modules, i.e., structurally coherent structures in the transcriptome network backbone were identified using LowEnDe [40], an in-house developed algorithm based on the spectral decomposition of the adjacency matrix coupled with information theory to identify overlapping modules in weighted graphs. Importantly, in this method genes may participate in more than one module at the same time, reflecting the possible participation of genes in multiple cell functions.

### Embryo culture with Porcn inhibitor

Wild type E8.5 embryos were dissected, in cold GMEM (Sigma #G5154), keeping the yolk sac intact. Embryos were cultured in 60% Rat serum, 40% GMEM and Pen/Strep (Gibco #15,070,063). For embryos cultured with Porcn inhibitor, 500 nM of IWP-01 (MedChem express #HY-100853) was added as in [58], whereas for control embryos an equal volume of DMSO was added. Embryos were cultured for 24 h in a rotator bottle culture apparatus (B.T.C. Engineering, Milton, Cambridge, UK) at 37˚C, 65% O_2_. Three embryos were cultured per tube in 1.5 ml of media. Embryos were collected after 24 h, dissected and fixed in 4% PFA at 4˚C overnight. They were then processed for in situ hybridization, 2 embryos were stained per probe and condition, showing similar patterns. In addition, the structure of the neural tube was also assessed in the sections of embryos stained for other markers, showing highly reproducible patterns.

### ATAC-seq

Posterior epiblasts of mouse embryos were collected to 500 µl of cold M2 (Sigma #M7167), spun down to remove supernatant and incubated with 500 µl of Accutase (Sigma #A6964) for 30 min at 37ºC, with shaking at 600 rpm, to dissociate the tissue into single cells. ATAC-seq was performed as previously described [62], using two separate biological replicates for each condition. The amplified libraries were double-step size selected (0.5 × followed by 1x) using SPRIselect (Beckman Coulter #B23317) according to manufacturer’s instructions. Pooled ATAC-seq libraries were sequenced on a NextSeq500 (Illumina) at 50 M paired-end 75 base reads per sample.

### ATAC-seq data analysis

Fastq files were processed with GUAVA v1, following the recommended guidelines [105]. GUAVA enables pre-processing of raw sequencing reads, mapping of reads to a reference genome, peak calling and annotation, as well as differential analysis between samples. ATAC-seq data is available in the GEO accession database under accession number GSE220245. All genome browser tracks were captured using Integrative Genomics Viewer [106]. Phylogenetic conservation data for multiple alignments of 59 vertebrate genomes to the mouse genome (mm10.60way.phyloP60way) was obtained from phyloP directory [80] and loaded into IGV. Hi-C data was obtained from 3D genome browser [83] using the ‘mm10 mESC Bonev_2017-raw’ dataset [107] at 40 kb resolution. To visualize our candidate regions within the context of this dataset we loaded a BED file with the coordinates of our candidate regions to UCSC Genome Browser [108] and loaded this session into the 3D genome browser.

ATAC-seq data was analyzed for TF footprints using HINT [73]. Replicates were merged to increase read depth and processed with “rgt-hint footprinting” command. Footprint motifs were matched to HOCOMOCO database [109] with “rgt-motifanalysis matching” and then further assessed for differential motif occupancy with the “rgt-hint differential” command.

### β-Galactosidase transgenics

For reporter analyses, candidate regions identified by ATAC-seq data were amplified by PCR from mouse genomic DNA (primers provided below, Table 3) and cloned upstream of a cassette containing the adenovirus 2 minimal late promoter, the β-galactosidase cDNA, and the polyadenylation signal from SV40 [110]. Transgenic mice were produced by pronuclear injection [97]. The β-galactosidase staining was performed as previously described [110].

**Table 3:** Primers used to amplify candidate regions for β-Galactosidase assays

CR1	F_CR1	TACTCGAGCTGCTGCTCTTGACTCTGAAG
	R_CR1	ATCTGCAGATGCTCTGGACTCCGAGGAAC
CR2	F_CR2	GACTCGAGGTGTCAGACCTGTGTAAATGC
	R_CR2	ACCTGCAGGGAGGAAATGTTGTTGTTTGG
CR2a	F_CR2a	TTACTCGAGGCTGTCTACAGTGACTCTGTG
	R_CR2	ACCTGCAGGGAGGAAATGTTGTTGTTTGG
CR2b	F_CR2	GACTCGAGGTGTCAGACCTGTGTAAATGC
	R_CR2b	ATCTGCAGGTAAGGAGCAGACTTCACGTC
CR2a^∆MSGN1^	F_ CR2a	TTACTCGAGGCTGTCTACAGTGACTCTGTG
	R_CR2a∆MSGN1	GCCGAATTCTACTAGTTTATGGGGCTGATG
	F_CR2a∆MSGN1	CGCGAATTCGACACTTGAAAGTACCAGTTC
	R_CR2	ACCTGCAGGGAGGAAATGTTGTTGTTTGG
CR2a^∆HOX^	F_ CR2a	TTACTCGAGGCTGTCTACAGTGACTCTGTG
	R_CR2a∆HOX	GCAGAATTCGGCTGATGTGAAGCATTGCAG
	F_CR2a∆HOX	GCCGAATTCAGTCAGAACAAAAGGTCTGAC
	R_CR2	ACCTGCAGGGAGGAAATGTTGTTGTTTGG
CR2^∆HOX^	F_CR2	GACTCGAGGTGTCAGACCTGTGTAAATGC
	R_CR2a∆HOX	GCAGAATTCGGCTGATGTGAAGCATTGCAG
	F_CR2a∆HOX	GCCGAATTCAGTCAGAACAAAAGGTCTGAC
	R_CR2	ACCTGCAGGGAGGAAATGTTGTTGTTTGG
CR2b^∆SMAD+SP5^	F_CR2	GACTCGAGGTGTCAGACCTGTGTAAATGC
	R_ CR2b∆SMAD + SP5	ATTCTAGAGTGGCTTCTGCTCCAGAGCTC
	F_ CR2b∆SMAD + SP5	CGTCTAGATTCTAAGAGACTCAGTGGCTC
	R_CR2b	ATCTGCAGGTAAGGAGCAGACTTCACGTC

### Whole-mount in situ hybridization

Whole-mount in situ hybridization was performed as previously described [111] using digoxigenin-labeled RNA antisense probes. For the genetically modified embryos and their wild type controls, at least 3 embryos were stained per probe and genotype, showing highly reproducible patterns. RNA probes have been previously described: *Msgn1* [111]; *Sox2*, *Tbxt* and *Uncx4.1* [76]; *Shh* and *Cdx2* [110]; *Wnt5a* [112] and Fgf4 [113]. A probe for *Nr2f2* was prepared by amplifying a cDNA fragment by RT-PCR (primers provided below, Table 4) from total RNA isolated from E9.5 embryos with Tri Reagent (Sigma #93,289) according to the manufacturer’s protocol, and cloning it into pKS-bluescript. Stained embryos were included in 0.45% gelatin (Merck, 104,078), 27% bovine serum albumin (Roche, 9048–46-8) and 18% sucrose (Sigma, S0389) in PBS and then polymerized with 1.75% glutaraldehyde (Biochem Chemopharma, 507,130,500) and sectioned at 35 µm with a vibratome (Leica, VT1000S).

**Table 4:** Primers used to amplify in situ probes and used in RT-qPCR

Nr2f2	Fw	ACGAATTCTGCATGCAGCCTAACAACATC
	Rv	ATGGATCCATTGCTCTATGACTGAGGAGG
Porcn	Fw	TCCTTCCACAGCTACCTACAG
	Rv	ACACAAGTGGACAGTACAAGG
Wnt5a	Fw	CCATGTCTTCCAAGTTCTTCC
	Rv	TACTTCTGACATCTGAACAGG
β-Actin	Fw	TCTGGTGGTACCACCATGTAC
	Rv	TACTTGCGCTCAGGAGGAGC

### RT-qPCR

For Porcn quantification, total RNA was extracted from the posterior epiblast of wild type embryos at E7.5, E8.5 and E9.5 using Tri Reagent. For Wnt5a quantification, total RNA was extracted from the caudal region of wild type and *Wnt5a*^*∆CR1/∆CR1*^ embryos at E9.5 and E10.5 using Tri Reagent. 1 µg of RNA was used for reverse transcription into complementary DNA (cDNA) using NZY Reverse Transcriptase enzyme (NZYTech #MB124) and random hexamer mix (NZYTech #MB12901) following the manufacturer’s protocol. Real-time qPCR was performed in a QuantStudio 7 Flex real-time PCR system (Thermo Fisher) using iQ SYBR Green Supermix (Bio-rad #1,708,880) according to manufacturer’s instructions. Primers used are listed in Table 4. Quantification was determined using the standard curve method, and expression levels normalized to *β-Actin*. Statistical significance was assessed using Tukey’s multiple comparison test in Porcn quantification and unpaired t-test in Wnt5a quantification.

### Supplementary Information

**Additional file 1: Fig. S1.** Principal Component Analyses of RNA-seq and ATAC-seq data. **Fig. S3.** *Porcn* expression is downregulated in the posterior epiblast. **Fig. S4.** Sequencing data and embryonic image of wild type and *Raldh2*^*-/-*^ mutants. **Fig. S5.** Transgenic reporter analysis for CR2b lacking the specified TF binding sites. **Table S2.** RT-qPCR data values of *Porcn* expression normalized to *β-Actin. ***Table S4.** RT-qPCR data values of *Wnt5a* expression normalized to *β-Actin.*

**Additional file 2: Table S1.** Complete differential analysis results of RNA-seq datasets.

**Additional file 3: Fig. S2.** Protein-protein interaction network generated with the differentially expressed genes.

**Additional file 4: Table S3.** Complete differential analysis results of ATAC-seq E7.5 and E8.5 wild type datasets.

**Additional file 5: Table S5**. Complete differential analysis results of ATAC-seq wild type and *Raldh2*^*-/-*^ datasets.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. The RNA-seq and ATAC-seq data have been submitted to the NCBI Gene Expression Omnibus (GEO accession numbers GSE220246 [114] and GSE220245 [115], respectively). All materials used in this work are available upon request.

## Abbreviations

ATAC-seq: Assay for Transposase-Accessible Chromatin with sequencing
CR: Conserved Region
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
DEG: Differentially Expressed Genes
DMSO: Dimethylsulfoxide
GO: Gene Ontology
NMC: Neuro Mesodermal Competent cells
PBS: Phosphate Buffered Saline
PFA: Paraformaldehyde
PPI: Protein–Protein Interaction
PSM: Presomitic Mesoderm
RA: Retinoic Acid
RAR: Retinoic Acid Receptor
RARE: Retinoic Acid Responsive Element
RT-PCR: Reverse Transcriptase linked to Polymerase Chain Reaction
RXR: Retinoid X Receptor
TAD: Topologically Associating Domain
TF: Transcription Factor

# Supplementary material for: Regulatory changes associated with the head to trunk developmental transition
**Source:** BMC Biol. 2023 Aug 8;21:170. doi: 10.1186/s12915-023-01675-2
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Principal Component Analyses of RNA-seq and ATAC-seq data. Fig. S3. Porcn expression is downregulated in the posterior epiblast. Fig. S4. Sequencing data and embryonic image of wild type and Raldh2-/- mutants. Fig. S5. Transgenic reporter analysis for CR2b lacking the specified TF binding sites. Table S2. RT-qPCR data values of Porcn expression normalized to β-Actin. Table S4. RT-qPCR data values of Wnt5a expression normalized to β-Actin.

Additional file 1

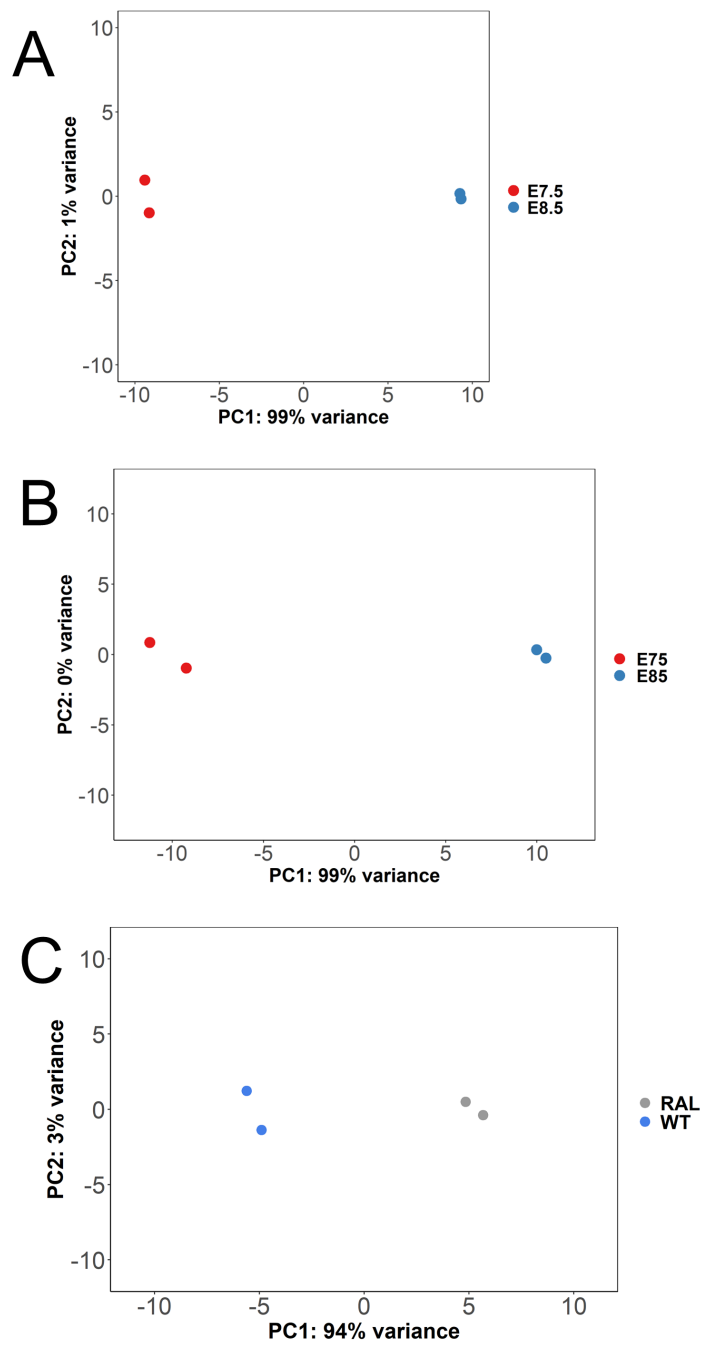

Figure S1 – (A) Principal Component Analysis of RNA-seq data from E7.5 (red) and E8.5 (blue). (B) Principal Component Analysis of ATAC-seq data from E7.5 (red) and E8.5 (blue). (D) Principal Component Analysis of ATAC-seq data from WT (blue) and *Raldh2*^{-/-} (grey).

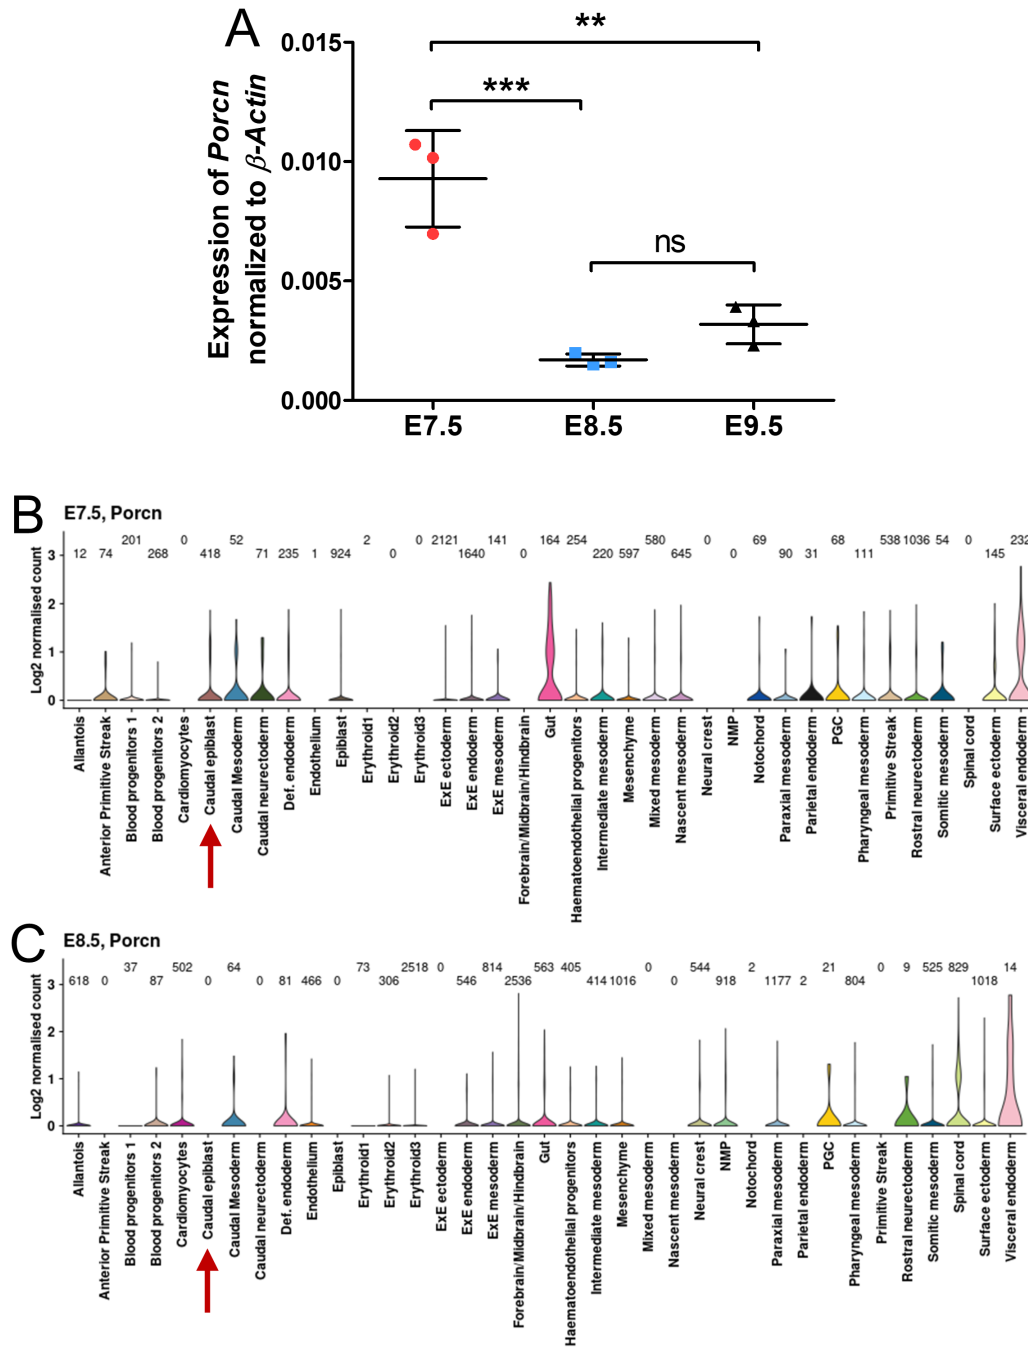

Figure S3 – *Porcn* expression is downregulated in the posterior epiblast. (A) RT-qPCR analysis of *Porcn* gene expression in this region of wild type embryos at E7.5, E8.5 and E9.5. *Porcn* expression was normalized to β -Actin. Error bars indicate the standard deviation; ***, p-value <0.001; **, p-value < 0.01 and ns, non-significant. (B-C) Violin plots showing *Porcn* expression levels at E7.5 (B) and E8.5 (C) from publicly available single-cell transcriptomic data [23]. Red arrows highlight the decrease in expression in the caudal epiblast cluster.

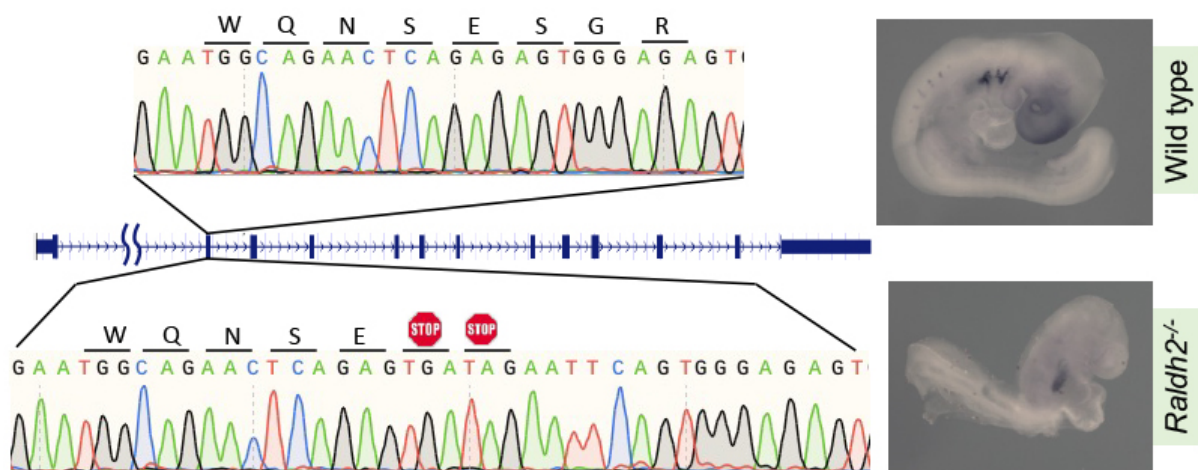

Figure S4 – Sequencing profiles of wild type and *Raldh2*^{-/-} mutants, generated by introducing in frame stop codons in the second exon. Whole-mount in situ hybridization of wild type and *Raldh2*^{-/-} mutant embryos at E9.5 using a probe for *Fgf4*.

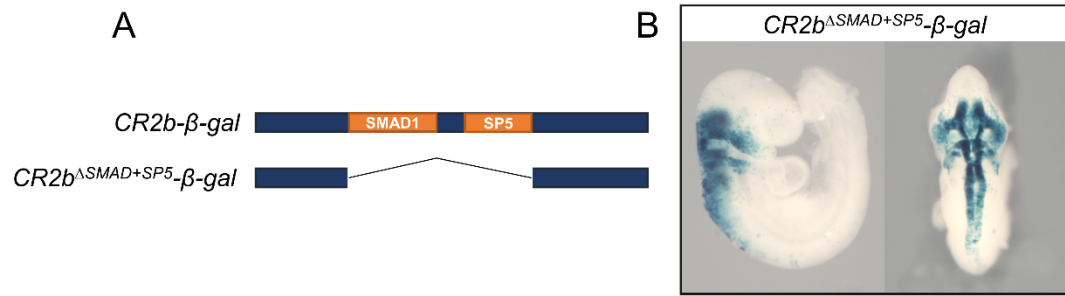

Figure S5– (A) Schematic representation of generated transgenic reporters for CR2b lacking the specified TF binding sites. (B) β -gal reporter expression in *CR2b* ^{Δ SMAD1+SP5}- β -gal transgenics (n=9/9), lateral and dorsal views.

Table S2. RT-qPCR data values of *Porcn* expression normalized to β -Actin.

	Expression of <i>Porcn</i> normalized to β -actin		
E7.5	0.00697826	0.01015979	0.01071465
E8.5	0.00198093	0.00160101	0.00150258
E9.5	0.00230666	0.00332555	0.00391798

Table S4. RT-qPCR data values of *Wnt5a* expression normalized to β -Actin.

	Expression of <i>Wnt5a</i> normalized to β -actin		
E9.5 WT	0.01868362	0.01757676	0.01922318
E9.5 KO	0.01077618	0.00907386	0.00921731
E10.5 WT	0.02573361	0.02787613	0.02689651
E10.5 KO	0.01931569	0.01569855	0.01985432

How the deposited data were processed for this re-analysis (not part of the article)

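RNA from wild type mouse embryos was measured at E7.5 and E8.5 in the dissected posterior epiblast, in 2 libraries per stage, each from its own pool of tissue. The number of embryos in a pool is not stated. The authors prepared the libraries with SMART-Seq2, sequenced them on a NextSeq500 as single-end reads of 75 bases and aligned the reads to mm10 with STAR. The paper's text names DESeq2 for the normalization and the differential expression, while the public sample description names edgeR, and Table S1 has the columns logCPM, F and FDR, which edgeR writes. The counting program and the gene annotation release used by the authors are not stated.

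The signal values, one per gene and library, are reads per gene that the authors divided by a size factor of the library before deposition on the scale of the edgeR counts per effective library size (CPM). Each library's values are whole multiples of a single step, and division by that step returned whole reads for 100% of the values within 0.0001 reads. The effective library sizes derived from the steps were 17792013, 19717546, 19056869 and 19153223. The table holds 53397 genes, of which 53311 (99.8%) have an identifier in GENCODE vM21 and 86 have none, and 52524 carry the same version. Symbols shared by several genes were told apart by identifier; there were 449 such symbols, over 1145 entries. Some genes, among them one that the paper names and that has no value in the table, are not reported here. Positions, transcript lengths and overlaps were taken from GENCODE vM21 on GRCm38.

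The reads assigned to genes numbered 19111464 and 19493342 at E7.5 and 18488218 and 18515565 at E8.5. Mitochondrially encoded genes took between 3.55% and 4.31% of the total value, and the 100 most abundant genes 39.9% and 34.4% at E7.5 and 33.5% and 33.4% at E8.5. Between replicates, the chi-square of the reads against counting error alone averaged 1.46 at E7.5 and 1.66 at E8.5 for genes with 10 to 50 reads, 1.93 and 1.92 for 50 to 500 reads, and 4.51 and 2.49 for 500 to 5000 reads, where a value of 1 is counting error alone. Spread between pools thus exceeds counting error most in abundant genes, and in genes with few reads counting error makes up most of the spread. The median absolute log2 difference between replicates was 0.116 at E7.5 and 0.0947 at E8.5.

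Values were taken as log2(value + 1). Genes with a value of at least 1 in at least 2 libraries were kept, which left 13903 of 53397. Stages were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes with a mean-variance trend, with 2 residual degrees of freedom per gene and 12.8 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all genes kept. Differential expression was counted at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and again at an unadjusted p under 0.05 with the same fold, the thresholds of Fig. 1B. Gene lists were compared with camera from limma at a preset correlation between genes of 0.01, adjusted over 60 lists, and again with the correlation estimated from the libraries. K-means with 3 clusters and 100 starts (seed 1) was run on the 1000 genes of highest variance, and lists were tested in clusters with Fisher's exact test against the genes kept, adjusted over 180 tests. Intervals for genes with 1 to 3 reads in a stage are exact binomial intervals of the read ratio at 95%. A stage without reads was set at 3 reads over both of its libraries, a value of 0.0800 at E7.5 and 0.0785 at E8.5, to give a lower bound of the fold. No list median changed with such genes at their bound.

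The test was tested on simulated data with the sizes of these libraries, a single dispersion for all genes and 200 genes given a change. Of the changed genes kept, limma recovered 91 of 97 at a log2 fold of 1 and 99 of 99 at a log2 fold of 2, with 3 false calls among 13710 genes. The numbers for edgeR 4.0.16 were 91, 99 and 4, and for DESeq2 1.42.0 they were 80, 93 and 1. Recovery in the simulation rests on its dispersion, 0.00312, which is the common one edgeR estimated here. In the libraries themselves the spread between replicates varied with level and stage, and far more genes were called. The simulation thus does not give the rate of false calls in these data.

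Genes named in the text were taken by a fixed rule: those the paper names in its text, or draws in Figs. 1C, 1D, 2B to 2E and 4F; the 10 genes with the largest change in each direction at an adjusted p under 0.05 among those with a mean value of at least 10 and with both E8.5 values on one side of both E7.5 values; for each gene list, up to 2 members with the largest increase and 2 with the largest decrease at an adjusted p under 0.05; and the 4 members at the highest mean for the lists of cell type markers and technical groups. This gave 310 genes. Values in the paper's figures and in Table S1 had been seen when the rule was written. The gene lists came from general knowledge of the pathways and tissues or, where a figure is named, from the paper, and lists of the latter kind were chosen by the authors on the same libraries. Several lists of the former kind, such as transport, vasculature, Hox genes and apolipoproteins, cover themes that the paper reports from these libraries. Their p-values are thus not independent evidence for those themes.

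The alternatives were a pseudocount of 0.1 or 4; no filter (30205 genes with any read) or a minimum of 5 (10428 genes); rescaling by TMM, by median-of-ratios factors or by quantile normalization; eBayes without trend or robust; edgeR's quasi-likelihood test and DESeq2 on the recovered reads; the replicate number as a block; each library left out in turn; no fold threshold or the treat test; the 500 most variable genes or unit variance for the principal components; and 2 or 4 clusters. Added after the values were seen were edgeR without the filter, the removal of a transcript length trend by lowess (span 0.3) from each library, and each library left out with the 13903 genes kept. With a library left out, the remaining library of that stage was assumed to vary like those of the other stage. Tables were handled in Python 3.11.15 with pandas 2.3.3 and drawn with matplotlib 3.10.9. The chromatin accessibility, RT-qPCR, in situ hybridization and reporter results of the paper were not analysed here, and neither were gene ontology terms and protein interaction networks.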

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

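Of the tests named below, the comparison of ribosomal protein genes by transcript length and the settings in which the same genes were kept with a library left out were chosen only after the result was seen.

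The paper describes its libraries through the genes called between stages and does not report most of the lists below, markers of other tissues and pathways, as lists. The paper does report on vasculature and axis genes, with which the endothelium and primitive streak markers share 14 of 16 and 10 genes. The node and notochord markers share 4 genes with the axis list and the definitive endoderm and gut markers 3, and some other marker lists share fewer. Camera called 16 lists of these kinds at an adjusted p under 0.05, and none with an estimated correlation between genes, where the adjusted p of each was at least 0.223. Among lists of cell types, the median log2 fold change was -2.64 for visceral endoderm, -0.81 for extraembryonic ectoderm and trophoblast, -0.47 for parietal endoderm, -0.90 for definitive endoderm and gut, and -0.80 for primitive streak. It was 1.82 for endothelium, 0.73 for blood cells, 0.69 for lateral plate and intermediate mesoderm, 0.42 for neural crest and -1.12 for node and notochord. Without E7.5 replicate 1 and without E7.5 replicate 2, the node list had a median of -0.25 and -0.36 and missed the threshold (adjusted p = 0.418 and 0.438); with the same genes kept and without E7.5 replicate 2 it was -1.06 (adjusted p = 0.0683). The lateral plate list missed it in that last setting as well (0.63), and neural crest moved to 0.73 without E8.5 replicate 1 and with the same genes kept. With a minimum 5 times higher the node, lateral plate and hypoxia lists missed the threshold (-0.58, 0.60 and 0.51; adjusted p = 0.265, 0.0899 and 0.0899), neural crest was 1.80 and blood 1.72; with no filter, extraembryonic ectoderm was -0.40 and collagens and laminins 0.17. Among pathways, the medians were 0.53 for Notch and the segmentation clock (0.56 and an adjusted p of 0.0885 without E7.5 replicate 2), 0.38 for glycolysis, 0.42 for imprinted genes, 0.51 for the hypoxia response, 0.40 for collagens and laminins and -0.42 for cytosolic ribosomal proteins.

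Among the genes with the largest changes, the paper's text does not discuss the globin genes Hbb-bh1, Hba-x and Hbb-y, with fitted log2 fold changes of 7.31, 7.04 and 5.97, of which Hba-x and Hbb-y had no reads at E7.5, so that the fitted values depend on the pseudocount. Nor does it discuss Hoxb5os (5.34), Sema3a (5.22), Epha5 (4.87), Fst (-4.35), Vrtn (-4.22), Lefty2 (-4.20), Spink1 (-3.95), Pim2 (-3.82) and Foxj1 (-3.79).

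Apolipoprotein and transport genes fell at E8.5 together with markers of visceral endoderm, a tissue outside the epiblast that was dissected. The visceral endoderm markers that are neither apolipoproteins nor solute carriers (21 genes) had a median of -2.43, beside -2.73 for the apolipoproteins, and the 26 markers that are not solute carriers had a median of -2.64; a value above -0.5 had been set as evidence against less visceral endoderm in the E8.5 pools. Both values are consistent with a smaller share of visceral endoderm at E8.5 as a candidate explanation, from abundant markers outside both lists such as Dab2 (439 to 80.7) and Cubn (400 to 35.2). For transport it may hold for part of the list, since its median was -0.18 and 78 genes rose. A fall of the same genes within epiblast cells, which differ in stage by design, stays open as untested, and how many of these markers the epiblast itself expresses was not measured here.

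Vascular genes rose with markers of endothelium and of blood. The test set for a larger share of these cells was that both medians reach 0.5; the lower was 0.73, for 14 blood markers of which none is on the vascular list, while the endothelium markers share 14 of 16 genes with that list and add little. More endothelial and blood cells in the E8.5 pools is thus a candidate explanation, with globins that went from near 0 to a normalized count of 199 for Hbb-bh1. The blood value rests on both E8.5 libraries for its genes to reach the minimum: it was 0.082 without E8.5 replicate 1 and -0.19 without E8.5 replicate 2, and 0.74 and 0.68 with the same genes kept. A vascular fate arising within the posterior tissue is the biological alternative that the stages offer, and it was not tested.

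Ribosomal protein genes were lower at E8.5, 75 of 81, and they are short; over 3760 abundant genes, transcript length and log2 fold change had a Spearman correlation of 0.406, where genes are not independent replicates. Compared with the 20 abundant genes nearest in length, the ribosomal genes had a median difference of -0.22 (95% bootstrap interval -0.251 to -0.156). That interval met the condition set against transcript length as the whole cause, while the neighbours' own median of -0.21 leaves room for it as a part. The genes move together (estimated correlation 0.728, adjusted p of the list = 0.462 with it), so that interval, which treats them as independent, is too narrow: the difference ran from -0.297 to -0.118 over the pairs of libraries of the 2 stages and was -0.130 between the E7.5 replicates themselves. Against E7.5 replicate 2, the E8.5 libraries gave -0.128 and -0.118, no larger than between those replicates. The comparison therefore cannot decide whether length is the whole cause. With the length trend removed the median was -0.23 with 58 genes lower, and Rps2 turned from -0.17 to 0.035; with quantile normalization Rpl4 turned from -0.16 to 0.079. The share of reads taken by CT010467, 25.6% in E7.5 replicate 1 and 18.9% in E7.5 replicate 2, was not tested as a cause, and a change in ribosomal protein expression with stage stays open as a hypothesis from the same data.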

How the results depend on the processing

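The edgeR test without the filter, the removal of the length trend and the left-out libraries with the same genes kept were chosen after seeing the data; the rest were set ahead. Of the 1506 genes called at an adjusted p under 0.05 and a log2 fold change of 1, the count became 648 with a pseudocount of 4, 940 with a filter 5 times higher, 2280 with edgeR, 2562 with edgeR without the filter, 661 with treat and 7233 without a fold threshold. At the thresholds of Fig. 1B these were 648, 940, 2281 and 3625 for the first 4. At the fold and adjusted p of the network, with a mean log2(value + pseudocount) above 1, 1344 became 648 with a pseudocount of 4. In that setting the level minimum removes no gene, since log2(value + 4) lies above 1 for every gene. A larger pseudocount shrinks fold changes and a higher filter tests fewer genes, by construction; for edgeR the cause was not tested. PC1 held 69.1% with genes at unit variance. The strongly higher cluster held 65 genes with a pseudocount of 0.1 and did not form with a pseudocount of 4, so no value is given. With an estimated correlation the medians stay and the calls are lost at 2 residual degrees of freedom: -1.61, 2.73 and 1.86 (pluripotency, central and posterior Hox), -0.18 and -0.19 (transport, anions) at adjusted p = 0.223, 0.80 (vasculature) at 0.228, -0.58 (axis) and -0.37 (triglyceride) at 0.248, and -2.73 (apolipoproteins) at 0.274. The triglyceride list also missed the threshold with a filter 5 times higher (-0.17, adjusted p = 0.0798), and with libraries left out in turn ranged from -0.47 to -0.14. The skeletal list passed it with no filter (0.11, adjusted p = 0.0499), a filter 5 times higher (0.63, 0.0362), DESeq2 (0.19, 0.0109) and edgeR without the filter (0.26, 0.0334), and ranged from 0.14 to 0.26 with libraries left out; the cause was not tested. Blood markers ranged from -0.19 to 0.80 with libraries left out; the low end, without an E8.5 library, has fewer of their genes. Under quantile normalization mt-Rnr2 (0.00) and Rpl4 (0.0788) no longer fell, nor did Rps2 (0.0353) with the length trend removed; the cause was not tested. Of 303 named genes tested, 302 kept direction and side of the threshold with edgeR, 293 with DESeq2, 303 with a pseudocount of 4 and 269 with no filter, where 34 missed it; with a filter 5 times higher 256 were left and kept both. Replicate numbers are shared between stages without anything that pairs them, and deviations of equal number had a correlation of -0.00246; with the replicate block the count was again 1506, 623 higher and 883 lower, and 2 named genes missed the threshold. Depth limits genes near the filter minimum, where 1 read is a value of about 0.05.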

Differences from the paper's values

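Of the settings named below, edgeR without the filter on low values was chosen only after the result was seen; the others were set before the data were examined.

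At the thresholds of the Fig. 1B legend, an unadjusted p under 0.05 and an absolute log2 fold change of 1, the paper's text gives 1668 genes higher and 2090 lower, where 623 and 883 were counted here. None of the alternatives set before the data were examined brings both numbers within 1.5 times the paper's. Those with more genes gave 965 and 1266 (pseudocount 0.1), 945 and 1244 (DESeq2) and 996 and 1285 (edgeR). The edgeR test without a filter gave 1605 and 2020, a setting chosen after seeing the values, and it drops 13 of the 320 genes that the paper calls in the part of Table S1 held here, which is not the whole table. Of the same 320 genes, 160 were not called by limma here and 81 were not called by edgeR with the filter. Both numbers count genes that the filter left out of the test as not called.

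Log2 fold changes here are on log2(value + 1), which shrinks genes with low values, while those of the paper come from its count model. A gene counted as differing when the direction changed or the gap exceeded the standard error of the main limma fit. The lower bound of a gene with 0 reads in a stage counted only above 1.5 times the paper's fold, or in the other direction. By this rule the paper's values differ, and are larger in size, for 30 of the 39 genes compared. The rule makes no allowance for the error of values read by eye. Over the tested genes with a fold change other than 0 in the part of Table S1 held here, differences were small. Their median absolute difference in log2 fold change was 0.011 with limma and 0.0046 with edgeR. In Fig. 1C, read by eye, the paper shows about -6.1 for Pou5f1, about -2.7 for Nodal and about -7.8 for Eomes, and the values here are -5.61, -1.73 and -3.00. In the a cluster of Fig. 1D, read by eye, the paper shows about 4 for Hoxa6, about 5.3 for Hoxa7 and about 6.5 for Hoxa9, against 1.48, 4.45 and 5.87 here. For the b cluster in Fig. 1D, read by eye, the paper has about 2.3 for Hoxb4, about 3.2 for Hoxb7, about 3.3 for Hoxb8 and about 4.6 for Hoxb9; the values here are 1.68, 2.88, 3.15 and 4.34. For the c cluster in Fig. 1D, read by eye, the paper has about 4.4 for Hoxc4, about 4 for Hoxc5, about 6.3 for Hoxc9 and about 6.3 for Hoxc10, with 4.08, 2.99, 4.67 and 2.46 here. For the d cluster in Fig. 1D, read by eye, the paper has about 3.6 for Hoxd4, about 3.3 for Hoxd8, about 2 for Hoxd9 and about 2 for Hoxd10, with 2.65, 2.73, 1.86 and 1.29 here.

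From Table S1, the paper's values for Hox genes are 2.52 (Hoxa4), 1.63 (Hoxa10), 6.54 (Hoxc6) and 6.06 (Hoxc8), and the values here are 1.55, 1.43, 5.18 and 4.91. For Wnt ligands the paper's are 1.26 (Wnt11), -1.77 (Wnt2), -1.21 (Wnt3) and -3.78 (Wnt8a), and those here 0.82, -1.45, -0.97 and -3.50. For Nanog, Trh, Adora2b and Klhl3 the paper's are -5.42, -4.19, -2.73 and 1.27, and those here -3.93, -3.96, -2.49 and 0.86.

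Under edgeR on the recovered reads, each of these 30 genes falls within that standard error of the paper's value. Under DESeq2 all but Eomes and Hoxc10 do. Under a pseudocount of 0.1 all but Nodal, Eomes, Hoxa6, Hoxc8, Hoxc9 and Hoxc10 do. Quantile normalization does so for Hoxd9. Of the left-out libraries, E7.5 replicate 1 does so for Hoxb8, E7.5 replicate 2 for Hoxd9, Wnt11 and Wnt2, E8.5 replicate 1 for Hoxa10 and Wnt11, and E8.5 replicate 2 for Hoxb8 and Trh. The gap stays for every one of the 30 genes with a pseudocount of 4, no filter, a filter 5 times higher (for the genes it keeps), TMM, median-of-ratios, eBayes without trend or robust, and the replicate block. The edgeR test without a filter also leaves none, a setting chosen after seeing the values that drops the same 13 of 320 called genes.

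The paper states in its text that Wnt3a levels stayed the same between the stages. Here the log2 fold change was -0.87 (standard error 0.08, adjusted p = 3.8e-07), below the fold threshold of 1; Table S1 of the paper has -0.89 for it.

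Genes drawn in Figs. 2C, 2D and 2E that have an absolute log2 fold change below 1 here, with an adjusted p under 0.05, include Wnt3, Sfrp2 and Wnt11 in Fig. 2C; Wsb2, Klhl3, Rnf217, Herc3, Hecw2, Btrc and Fbxl15 in Fig. 2D; and Wnt11, Vipr1, Adcyap1r1, Calca, Gng11, Agtr1a, Rln1, Adcy8 and P2ry14 in Fig. 2E. Under edgeR on the recovered reads, 0 of them stay below 1.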

Other observations

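Of the tests named below, only those with the same genes kept were chosen after the result was seen.

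In the Notch pathway and segmentation clock, 14 of 21 measured genes rose and 2 fell at E8.5 (15 and 2 when adjusted over the list alone; adjusted p = 0.0028 from camera, 0.228 with an estimated correlation, and 0.0885 without E7.5 replicate 2). Hes5, a target of Notch, and Hes7, an oscillating gene of the presomitic mesoderm, rose by 1.84 and 0.93 on the log2 scale. The ligand Dll1 had a log2 fold change of -0.23, a call lost without the mean-variance trend of limma (adjusted p = 0.0725). In the FGF pathway 11 of 23 rose and 10 fell (median 0.093, adjusted p = 0.75), with Fgf9 higher by 2.79. In the Nodal, TGF-beta and BMP pathway 11 of 27 rose and 9 fell (median 0.097, adjusted p = 0.75), with the antagonist Grem1 higher by 1.89. In the Hedgehog pathway 6 of 15 rose and 1 fell (median -0.018, adjusted p = 0.0996, and 0.075 with adjusted p = 0.0148 without E8.5 replicate 2), with Shh higher by 1.87 and its receptor Ptch1 by 1.21. Retinoic acid genes went both ways, 7 higher and 6 lower of 17 (median -0.034, adjusted p = 0.75): Aldh1a2, which makes retinoic acid, went from 322 to 34.1, a log2 fold change of -3.20, and Cyp26a1, which degrades it, rose by 2.17. With libraries left out in turn, the medians of these lists that did not pass ranged from -0.012 to 0.20 (FGF), -0.0017 to 0.31 (Nodal, TGF-beta and BMP), -0.073 to 0.075 (Hedgehog) and -0.018 to 0.12 (retinoic acid), so none has a settled direction.

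Imprinted genes rose in 16 of 24 and fell in 4 (adjusted p = 9.6e-04, or 0.223 with an estimated correlation), with Mest and Plagl1 higher by 2.00 and 1.90 and Phlda2 at -1.78. Glycolysis genes rose in 13 of 20 and fell in 3 (adjusted p = 0.0013, or 0.226 with an estimated correlation), with Hk1 and Pdk1 higher by 1.34 and 1.36 and the lactate dehydrogenase gene Ldhb at -2.07. Of 35 collagens and laminins, 20 rose and 7 fell (adjusted p = 0.0015, or 0.223 with an estimated correlation), with Col3a1 higher by 2.83; the median of 0.40 was 0.17 with no filter on low values. Hypoxia response genes rose in 8 of 12 and fell in 2 (adjusted p = 0.031, or 0.371 with an estimated correlation and 0.0899 with a minimum 5 times higher), with Bnip3 higher by 1.57 and the peptide gene Adm down from 10.1 to 0.732. Of the Cdx genes, whose binding sites the paper studies in chromatin, Cdx1 fell from 212 to 67.6, a log2 fold change of -1.63. Cdx2 had a log2 fold change of 0.10 (243 to 260, adjusted p = 0.22), and 0.19 (adjusted p = 4.6e-04) without E7.5 replicate 1.

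Lateral plate and intermediate mesoderm markers rose in 9 of 14 and fell in 4, with Osr1 higher by 2.43. Neural crest markers rose in 3 of 7 and none fell, with Pax3 and Snai2 higher by 2.31 and 1.80. Node and notochord markers fell in 8 of 12 and rose in 3. Presomitic mesoderm and somite markers went both ways, 5 higher and 7 lower of 15 (median -0.080, adjusted p = 0.45, and medians from -0.19 to -0.020 with libraries left out). The list passed the test without E7.5 replicate 1 and without E7.5 replicate 2, and not with the same genes kept. Its medians were the same in both settings (-0.039 and -0.19). Markers of the allantois (median 0.34), amnion (0.071), heart (-0.47), neural plate (0.54) and germ cells (-0.059) had adjusted p = 0.168, 0.988, 0.0996, 0.122 and 0.956. Of these, the neural plate median was 0.29 and 0.18 without E8.5 replicates 1 and 2 and 0.15 with no filter, the heart median was -0.24 with no filter and -1.14 with a minimum 5 times higher, and with libraries left out those of amnion and germ cells ranged from -0.056 to 0.14 and from -0.11 to 0.030. Those of the maternal decidua had a median of -0.30 (adjusted p = 0.267), and without E8.5 replicates 1 and 2 in turn -0.57 and -0.48 (adjusted p = 0.0111 and 0.00867), with 10 and 11 of the 14 genes measured; with the same genes kept they were -0.24 and -0.32 (adjusted p = 0.214 and 0.201). Dissection stress genes had a median of -0.092 (adjusted p = 0.720; from -0.13 to 0.076 with libraries left out) and commonly used control genes -0.061 (adjusted p = 0.447; from -0.095 to -0.039). Mitochondrially encoded genes had a median of -0.18 (adjusted p = 0.0934, and 0.0499 with no filter on low values), and of -0.32 (adjusted p = 6.8e-08) without E7.5 replicate 1 but -0.0081 (adjusted p = 0.0565) without E7.5 replicate 2.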
